# Hydroxytyrosol, a Component of Olive Oil for Breast Cancer Prevention in Women at High Risk of Cancer

**DOI:** 10.1155/ijbc/8831168

**Published:** 2025-01-21

**Authors:** Akshjot Puri, Zheng Yin, Sergio Granados-Principal, Joe Ensor, Liliana Guzman, Roberto Rosato, Hong Zhao, Stephen Wong, Lin Wang, Tejal Patel, Jenny C. Chang

**Keywords:** breast density, DNA damage repair, hydroxytyrosol, olive oil, Wnt pathway

## Abstract

**Background:** This study evaluates the effects of hydroxytyrosol (HT), a component of olive oil, on mammographic breast density reduction. We explored effects of HT on Wnt *β*-catenin and other pathways involved in cancer stem cell renewal, DNA repair, cell proliferation, and differentiation.

**Methods:** Twenty-five milligrams per day oral dose of HT was given for 12 months in pre- and postmenopausal women at increased risk of breast cancer. Out of 51 patients enrolled, 41 completed the study. The annualized percent decrease in maximum mammographic volumetric breast density (max VBD%) between baseline (BL) and end of treatment (EOT) was analyzed. RNA sequencing (RNA-Seq) and multiplex analysis was performed on the breast biopsies to compare the BL with EOT samples.

**Results:** Max VBD% showed a nonsignificant change; however, in women 60 years or older, the max VBD% decrease was significant (3.7%, *p* = 0.0391), especially in those with high BL mammographic density. Using RNA-Seq, 3330 unique transcripts were identified (*p* < 0.05). Mitotic telophase/cytokinesis and DNA damage were upregulated, whereas Wnt, Notch, and oxidative stress–induced senescence pathways were downregulated (*p* < 0.05). These pathways were confirmed by NanoString nCounter where significant decrease in proliferative genes (RELA and CDK4) and Wnt pathway (R-HSA-195721 and R-HAS-201681) was observed (*p* < 0.05).

**Conclusions:** HT reduced breast density only in women over 60 years, especially in those with high BL breast density. HT also reduced proliferation and affected the Wnt signaling pathway. This study lays the foundation for future larger studies in exploring a natural compound with well tolerability and overall nontoxic profile for chemoprevention of breast cancer.

**Trial Registration:** ClinicalTrials.gov identifier: NCT02068092

## 1. Introduction

Breast cancer is the leading cause of cancer death among women aged 20–59 years. Prevention of breast cancer is feasible by using selective estrogen receptor (ER) modulators and aromatase inhibitors (AIs). However, their use is limited by their side effects and lack of effect on ER-negative breast cancers. The average lifetime risk of breast cancer in an American woman is one in eight, which is increased in women with a strong family history of breast cancer, germline BRCA 1 and 2 mutations, atypical hyperplasia or lobular carcinoma in situ (LCIS), and history of mantle irradiation for Hodgkin's disease [1]. Hence, it is imperative to identify more effective strategies that prevent all subtypes of breast cancer, lower toxicity, and target key pathways such as DNA damage repair and regulators of stem cell function such as the canonical Wnt pathway.

Several nutritional studies have demonstrated an inverse relationship between consumption of olive oil and incidence of breast cancer [2]. A meta-analysis evaluating relative risk (RR) estimates for high versus low olive oil consumption demonstrated reduction of the incidence of breast cancer by 38% (RR 0.62 95% confidence interval (CI) 0.44–0.88) [2]. These anticancer properties are thought to be mediated by phenolic compounds in olive oil, the most active component being hydroxytyrosol (HT). We have previously demonstrated that the potent antioxidant HT at a dose of 0.5 mg/kg for 5 days/week for 6 weeks by oral gavage decreased tumor volumes in rat models to the same degree as treatment with Adriamycin [3]. In addition, it demonstrated alteration of the Wnt/secreted frizzled-related protein (sFRP) signaling pathway and dose-dependent decrease of *β*-catenin and cyclin D1 protein levels. Similar findings were seen in epithelial-to-mesenchymal markers, a decrease in both Snail and Slug transcription factors, and an increase in protein levels of epithelial marker E-cadherin [3]. Various other antitumor studies with HT have reported significant antiproliferative and proapoptotic effects on different cancer cell lines. Also, clinical toxicity studies in healthy volunteers have proven that HT intake has no toxic effects [4].

Multicenter, randomized, crossover, controlled trials have studied the impact of olive oil at high, moderate, and low doses on the increase in high-density lipoprotein cholesterol levels. Based on this, 5 mg HT was approved by the European Food Safety Authority (EFSA) [5, 6]. A single oral dose of 2.5 mg/kg of HT is rapidly absorbed, with maximal plasma concentration detected in 13–16 min, and the levels were undetectable 2 h after administration [7] and no-observed-adverse-effect level of 500 mg/kg/day was concluded [8].

Studies have demonstrated a 4–6-fold increase in breast cancer risk for women with increased mammographic density for up to 8 years [9, 10]. Randomized studies have demonstrated that tamoxifen lowers mammographic breast density up to 4.3% yearly [11] and decreases the risk of breast cancer. It has been shown that with every 1% increase in breast density, there is a 2% increase in the RR of breast cancer [12]. This supports that mammographic density change can be used as a surrogate endpoint to study the effect of chemopreventive agents on breast cancer incidence. A previous epidemiological study in 2000 women showed about 30% reduction in breast density in women with high olive oil consumption (> 30.5 g/day) [13].

In this prospective study, the primary objective was to conduct a pilot breast cancer prevention study of HT administered for 1 year in both pre- and postmenopausal women at increased risk of breast cancer and evaluate reduction in mammographic density before and after drug therapy. The secondary objectives were to evaluate the effect of HT on the reduction in mammographic density in subgroups classified by age, menopausal status, and baseline (BL) breast density. The exploratory objectives of the study were to evaluate the ability of HT to modulate key regulatory pathways such as Wnt signaling, cancer stem cell (CSC), and apoptosis/proliferation pathways before and after drug therapy.

## 2. Methods

### 2.1. Subjects and Setting

This study was a single-institution prospective study and included both pre- and postmenopausal women between ages 18 and 80 years at high risk of breast cancer who had declined standard-of-care antiestrogen medications and who received 25 mg/day oral HT capsules (PL Thomas & Co.) for a year. We included women with a modified 5-year Gail risk score of ≥ 1.7; known diagnosis of LCIS or resected ductal carcinoma in situ (DCIS); atypical ductal hyperplasia (ADH); atypical lobular hyperplasia (ALH); and germline mutations of BRCA 1, BRCA 2, PTEN (Cowden syndrome), and TP53 (Li-Fraumeni syndrome) genes; those with at least 10% probability of carrying BRCA mutation by BRCAPRO or similar model; and those with previous breast cancer (in complete remission for ≥ 5 years) with at least one nonirradiated breast. Women who were pregnant or breastfeeding and had a diagnosis of any active malignancy, bilateral breast implants (as they affect density measurements), and prior tamoxifen or raloxifene use within ≤ 28 days of enrollment or those with inability to take oral medication were excluded. The women underwent a mammogram before and after completion of the study drug. They were also offered an option of biopsy of normal breast tissue before starting and after completion of the study drug. All biopsies were directed to the upper outer quadrant of the breast, which is typically a dense region and were saved as formalin-fixed paraffin-embedded (FFPE) or frozen tissue for analysis.  Figure 1(a) shows the study design.

### 2.2. Measures and Outcomes

The mammographic density was assessed quantitatively after digitizing mammograms using FDA-approved Volpara software (VIS 3.2). Maximum volumetric breast density (max VBD%) which is calculated by fibroglandular breast volume divided by total breast volume (checked on the higher side, left or right) was used to obtain the study's endpoints. The primary endpoint was the annualized percent decrease in max VBD% between BL and end of treatment (EOT) with HT.

### 2.3. Follow-Up

The patients had a study visit at 4, 12, 24, and 52 weeks (30 days after the last dose of the study drug), which was counted from the start of treatment. There was a study visit at 56 weeks if the patients underwent the optional biopsy at the EOT. The study visit included a general history and physical exam, hematology and serum chemistry profiles, an assessment for safety, and concomitant medications and pill count. Patients with abnormal laboratory or clinical findings related to the study drug were followed until the condition resolved. CTC version 4.0 was used to grade toxicities. A drug holiday for maximum 12 consecutive weeks was allowed, and the drug was restarted at the same dose.

### 2.4. RNA Extraction

Total RNA was extracted from frozen biopsies according to the manufacturer's protocol using the RNeasy Lipid Tissue Mini Kit (Qiagen, #74804). Briefly, up to 100 mg of frozen tissue sections was homogenized in 1 mL QIAzol Lysis Reagent using the TissueLyser II (Qiagen). The homogenate was placed on the benchtop at room temperature (15°C–25°C) for 5 min to allow nucleoprotein complex dissociation. RNA was eluted with 40 *μ*L of RNase-free water and quantified using a Qubit 4 fluorometer (Invitrogen).

### 2.5. RNA Sequencing (RNA-Seq)

We generated RNA-Seq data from 15 BL and 17 EOT samples. After confirming the quality of the data using FastQC, we used STAR 2.7.9a to map the raw data to reference human genome version GRCH38 and generated BAM files. SubRead.featurecounts V2.0.3 was applied to the BAM files to estimate the abundance of genes within each sample.

R package DESeq was used to identify differentially expressed genes in EOT versus BL conditions and ConsensusPathDB v050621 to carry out overrepresentation analysis and identify canonical pathways enriched with EOT up- and downregulated genes, respectively (Figure 1(b)). There were two levels of statistical tests applied to the RNA-seq data, one at gene level and one at pathway level (Supporting Information (available here)).

### 2.6. NanoString nCounter Analysis

One hundred nanograms of RNA isolated from 16 paired BL and EOT samples was analyzed by NanoString nCounter Technology (Genomic and RNA Profiling Core, Baylor College of Medicine). Briefly, the collective CodeSet including target-specific reporters and capture probes was hybridized to regions of interest with covalently attached, target-specific sequences. Data import, quality control, and normalization of expression values were conducted with the nSolver version 4.0 (NanoString Technologies Inc.). Background subtraction from raw transcript counts was performed, normalized to housekeeper control genes, and log2 transformed before further analyses. Table S1 in the supporting information shows the 28 genes analyzed.

### 2.7. Statistical Analysis

This was a single-arm, pilot breast cancer prevention study of HT in women at increased risk of breast cancer. Our primary study endpoint was the annualized percent decrease in maximum VBD% between BL and EOT with HT. For each of the pre- and postmenopausal group of women, we assumed under the null hypothesis that 25% of women exhibit a response (at least a 25% reduction from BL) versus an alternative hypothesis equal to 45% based on data presented from Cuzick et al. [14]. Under these assumptions, a sample of 50 premenopausal and 50 postmenopausal women would have provided 85% power based on a two-sided test for a single proportion with 5% significance level for each group of women. However, we were unable to recruit the planned number of patients due to multiple barriers including lack of referral of eligible patients from peripheral and satellite hospitals, an underestimation of the number of patients who would refuse participation, and challenges in obtaining raw images and biopsies; hence, the trial had to be stopped early.

Demographics and pretreatment characteristics were collected and summarized for all patients using descriptive statistics. Mammographic density levels at BL and follow-up were summarized using means, standard deviations, and proportions. Change from BL levels of breast density was analyzed using paired tests while the proportion of women who exhibit at least a 10% absolute reduction from BL were calculated along with 95% binomial CIs for each group of women. Multivariate analysis to adjust for demographic/clinical characteristics, specifically age (< 60 or ≥ 60 years) or menopausal status (pre or post) and BL breast density (< 10% or ≥ 10%) was performed using logistic regression for analyzing proportion of women with response or using linear regression models for analysis of quantitative levels of mammographic density. Given the pilot nature of this study, these multivariate analyses are considered exploratory.

## 3. Results

Between December 2013 and September 2019, 61 women were screened for the trial and 51 were enrolled, out of which 41 patients completed the study. None of the 41 patients that completed the study had any treatment interruptions. In this intention-to-treat population (*N* = 51), 41 women were Caucasian, 4 were Hispanic, 4 were African American, and 2 were of Asian ethnicity. The study included women from ages 35 to 76 years (median age 54 years); other patient demographics are shown in Table 1. There were 26 patients who had both BL and EOT mammograms available for quantitative analysis; 30 patients provided BL and EOT breast biopsies for exploratory tissue analysis but only 28 patients had enough tissue for RNA extraction. Among these, 14 had both BL and EOT samples whereas 7 had only BL and 7 had only EOT samples. 

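The RNA-seq data are gene counts from breast biopsies of 26 donors, taken at BL or at EOT after 25 mg/day of oral HT, a phenol found in olives, for 12 months. There were 15 BL and 17 EOT libraries. Both libraries were present for 6 donors, 9 donors gave a BL library only and 11 an EOT library only. Total RNA came from frozen tissue extracted with a kit for lipid-rich tissue. The authors mapped the reads to GRCh38 with STAR 2.7.9a and counted reads per gene with featureCounts 2.0.3, and the deposited values are whole-number counts with no normalization. The library kit, the strand setting and the treatment of reads that map to several genes are not given in the sources used here, so values of genes with near-identical copies and of overlapping or antisense genes are uncertain. Total counts per library, rounded to 5 digits, ranged from 6340500 to 14470000 (median 9189400) at BL and from 2795800 to 11024000 (median 7693700) at EOT. The EOT library with the lowest total count stood apart from the rest. It had 29974 genes with at least 15 reads, against a median of 19124 at BL, and a median Spearman correlation of 0.385 with the other libraries, where every other library had at least 0.871. EOT was compared with BL by edgeR's quasi-likelihood test with TMM normalization over 16449 genes with at least 15 reads in more than 75% of the libraries. The comparison was unpaired. Log2 fold changes are EOT minus BL, levels are TMM-normalized CPM, and adjusted p-values are Benjamini-Hochberg values. Gene lists for pathways and cell types were written after reading the paper, which reports results from these samples, and before the counts were examined. For the paper's pathways they are therefore not independent evidence of a direction. Each list was tested against all other genes with camera at a preset inter-gene correlation of 0.01, adjusted over 40 lists.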

Only 15 BL and 17 EOT RNA samples met quality control parameters for further analysis. Sixteen patients had BL and EOT FFPE tissue which were used for NanoString analysis.  Figure 1(c) shows the consort diagram.

### 3.1. Mammographic Density Analysis

In all 26 patients, the mean decrease in max VBD% was relatively unchanged at −0.038% (95% CI −0.112–0.035, *p* value by signed rank test 0.49).

#### 3.1.1. BL Breast Density

For BL low versus high max VBD% of < 10% versus > 10%, 14 women had low breast density and 12 had high breast density. The difference in response to therapy between these two cohorts was not significant based on a pooled *t*-test (*p* = 0.4550) or a Wilcoxon rank-sum test (*p* = 0.6134) (Table S2).

#### 3.1.2. Menopausal Status

Out of the 26 patients, 10 were premenopausal and 16 were postmenopausal. The difference in response to therapy based on menopausal status was not significant based on a pooled *t*-test (*p* = 0.3183) or a Wilcoxon rank-sum test (*p* = 0.2180). A nonsignificant reduction in breast density in postmenopausal women with high BL max VBD% (> 10%) of −5.84% was observed (*p* = 0.318) (Table S3).

#### 3.1.3. Age

Age at BL is a significant predictor of the change in max VBD% (*p* = 0.0278); that is, the decrease in breast density was higher among older women. A simple linear regression was used to assess the bivariate relationship between percent decrease and age at BL. There was a significant positive linear trend (*p* = 0.0122) between age and percent decrease in breast density (Figure 2).

Among those aged 60 years or more and higher BL breast density (≥ 10% BL max VBD%), 80% responded with a decrease in density (Table S4). Multiple logistic regression model demonstrated that the odds of an older patient with higher breast density at BL to experience a decrease in breast density are 16 times greater than for a younger patient with less dense breasts at BL (*p* = 0.0795) (Table 2). As the variances are not significantly different between the two cohorts (*p* = 0.1817) based on a *F*-test of variance homogeneity, a two-sided pooled *t*-test was used to compare means between the two cohorts (*p* = 0.0391, Figure 3) and corroborated by a Wilcoxon rank-sum test (*p* = 0.0460).

### 3.2. RNA-Seq and NanoString nCounter Analysis

There were 3330 transcripts with *p* value ≤ 0.05 which were differentially expressed, 190 of these were upregulated, and 90 were downregulated in EOT versus BL by at least 1.5-fold (Supporting Information).

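Among the genes with the smallest p, those higher at EOT included LIF, a cytokine gene of the interleukin 6 family, and STK32A, a protein kinase gene, and those lower at EOT included PF4 and RGS18, genes of platelets, and TCIM, a regulator of Wnt/beta-catenin signaling. LIF, on chromosome 22 of GRCh38 from 30240453 to 30257487, had 3.02 ± 1.44 CPM at BL (SD, n = 15) and 7.19 ± 6.26 CPM at EOT (SD, n = 17), a log2 fold change of 1.24 (standard error 0.31, p = 3.36e-04, adjusted p = 0.175 from edgeR). It was higher at EOT in 6 of the 6 donors with both libraries. STK32A, on chromosome 5, had 6.30 ± 2.08 CPM at BL and 10.4 ± 3.05 CPM at EOT, a log2 fold change of 0.72 (standard error 0.16, p = 1.02e-04, adjusted p = 0.175 from edgeR). PF4, the platelet factor 4 gene on chromosome 4, had 73.6 ± 179 CPM at BL and 13.5 ± 16.7 CPM at EOT, a log2 fold change of -2.45 (standard error 0.77, p = 0.00309, adjusted p = 0.179 from edgeR). It was lower at EOT in 6 of these 6 donors. RGS18, with a log2 fold change of -1.87, went the same way, as did PPBP, another platelet chemokine gene, with -2.29. TCIM had 44.5 ± 54.7 CPM at BL and 18.3 ± 9.32 CPM at EOT, a log2 fold change of -1.28. Among the 24 genes shown, the largest log2 fold changes were those of genes of the cornified epidermis, FLG2 (5.56), FLG (5.19) and DSC1 (4.06). They rest on 1 EOT library. In that library the mean log2 CPM of 5 keratinocyte markers was 12.42, against 4.82 in the next EOT library and 6.02 in the highest BL library, and without it the median log2 fold change of these 5 genes was -0.18 in place of 5.19. Other genes higher at EOT were GNRH2 (log2 fold change 1.12), RFX2 (0.90), SLCO4A1 (1.64), TRPV3 (1.26), the netrin receptor gene UNC5A (1.70), VSIG10L (1.64) and CDHR1 (2.97, or 1.72 without the library rich in keratinocyte markers). With donor as a block in the 6 donors with both libraries, they had 0.69, 0.23, 0.45, 0.48, 0.20, 0.48 and 0.73, in that order. In that edgeR fit all but GNRH2 had an unadjusted p over 0.05. RFX2 was lower at EOT in 4 of the 6 donors. Other genes lower at EOT were the vesicle transport genes SNAP23 (-0.45) and BET1 (-0.40), the ubiquitin ligase gene RCHY1 (-0.44), TMA16 (-0.40), TMEM179B (-0.32) and the transfer RNA genes TRL-CAG2-1 (-2.39), TRK-TTT3-1 (-1.68) and TRR-CCT3-1 (-1.31), whose near-identical copies make their counts uncertain. In DESeq2 these had -0.61 (p = 0.0641), -1.04 (p = 0.00854) and -0.41 (p = 0.107). The long noncoding RNA MRPS30-DT had a log2 fold change of -1.86 in edgeR and 0.13 in DESeq2, with medians of 3.14 CPM at BL and 3.01 CPM at EOT, and was higher at EOT in 4 of 6 paired donors.

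**Figure D1:**
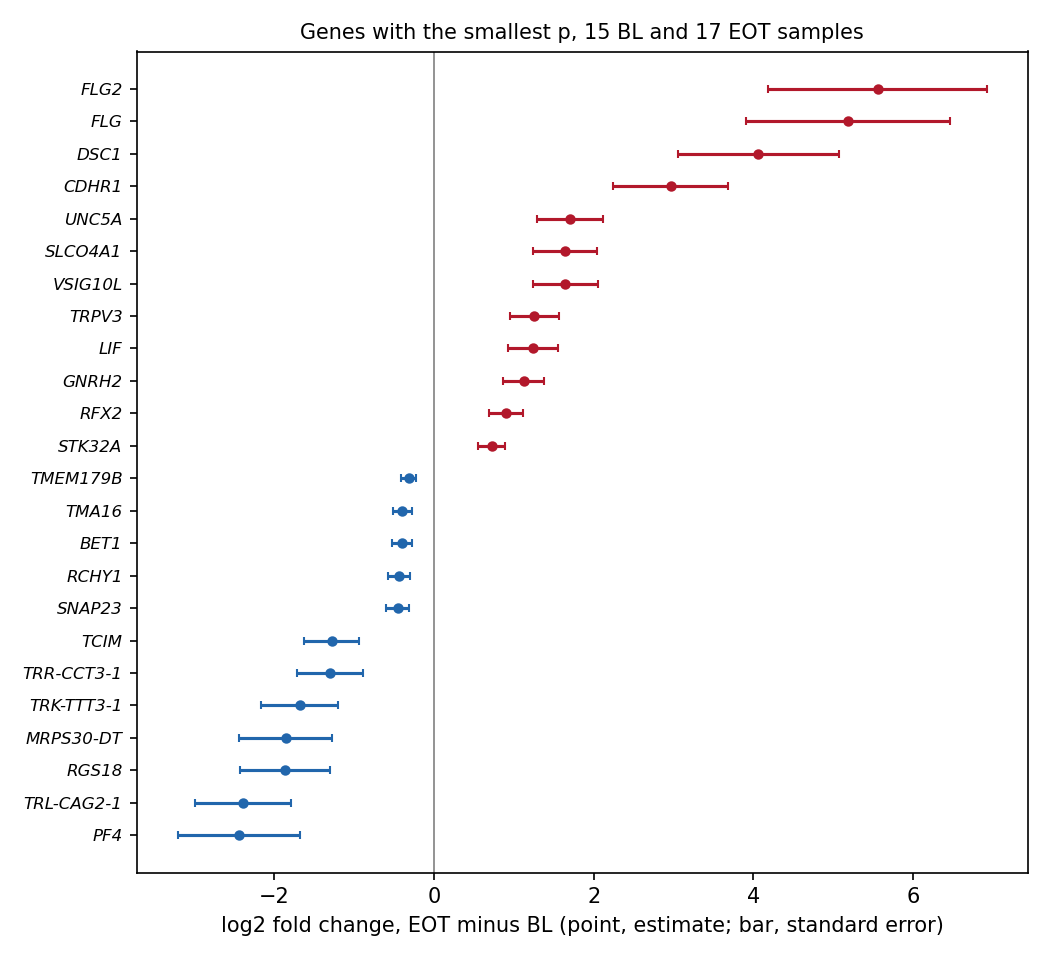
Log2 fold change of EOT versus BL for the 12 genes higher and the 12 genes lower with the smallest p among 15 BL and 17 EOT samples; points are edgeR estimates and bars are standard errors. FLG2, FLG and DSC1 have the largest estimates and the widest bars, and the genes lower at EOT lie between -0.32 and -2.45.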

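No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, where the smallest adjusted p was 0.175. At an unadjusted p of at most 0.05, 1826 genes were higher and 558 were lower at EOT, and 1295 and 69 of these differed by at least 1.5-fold. On average about 411 are expected by chance in each direction, which gives no spread for correlated genes. The comparison was repeated over 100 splits of the libraries into groups of the real sizes, the real split included. Of these, 2 had as many higher genes, a direction picked after the result was seen, and 8 as many in either direction. Other splits reached 2384 higher or 2229 lower genes, so chance cannot be excluded for an excess in a single direction. DESeq2's Wald test called 226 genes at an adjusted p under 0.05, of which 220 were higher and 6 lower, and 0 without the EOT library with the lowest total count, with 1068 higher and 719 lower at an unadjusted p of at most 0.05. Limma-voom called 0 genes, with 848 higher and 474 lower at an unadjusted p of at most 0.05. The direction depended on the expression level of the genes. Among the 3290 tested genes with the lowest mean expression, 1038 were higher and 26 lower, with a median log2 fold change of 0.32. Among the 3290 genes with the highest, 4 were higher and 135 lower, with a median of -0.15. Without the EOT library with the lowest total count, these numbers were 578 and 27 with a median of 0.19 at low expression, and 9 and 197 with a median of -0.08 at high expression. With the read density over olfactory receptor genes, which breast tissue is not expected to transcribe, as a covariate, they were 200 and 52 (median 0.05) and 14 and 23 (median -0.03). Protein-coding genes made up 1271 of the higher and 501 of the lower genes, and long noncoding RNA genes 338 and 21. Without the EOT library with the lowest total count, 992 genes were higher and 545 lower in edgeR, and with donor as a block in the 6 donors with both libraries, 140 were higher and 90 lower. The higher genes were 76.6% of all called genes with TMM, and 95.2% when libraries were scaled by their totals only, a scaling that moved the median log2 fold change of all tested genes from -0.02 to 0.11.

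**Figure D2:**
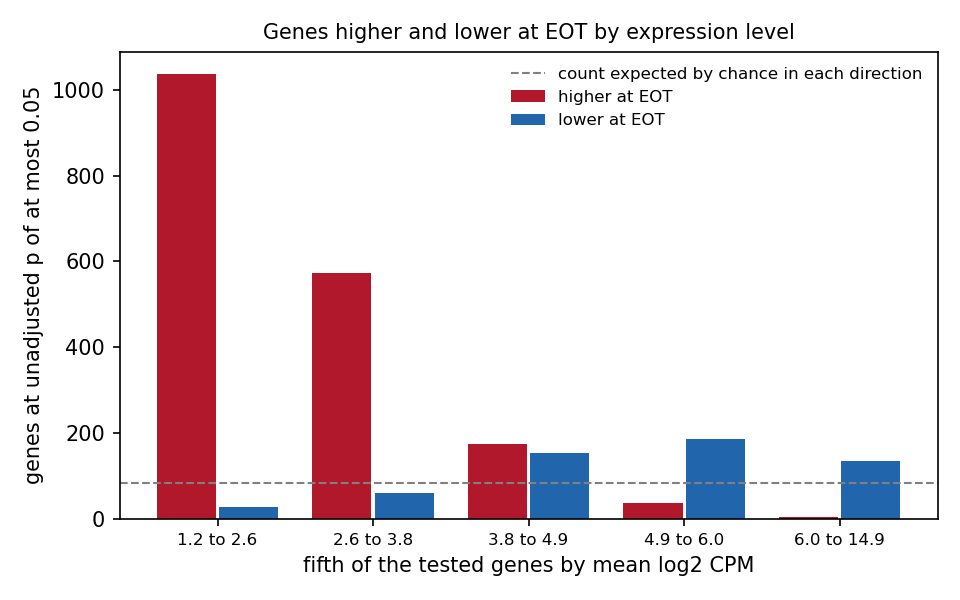
Number of genes higher (red) and lower (blue) at EOT at an unadjusted p of at most 0.05, in 5 groups of tested genes. The groups split the 16449 tested genes by mean log2 CPM over all samples. The dashed line is the average count expected by chance in each direction and does not show the spread when genes are correlated. Higher genes number 1038 in the group with the lowest expression and 4 in that with the highest.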

#### 3.2.1. Wnt Signaling Pathway Downregulated by HT

Two of the top 25 pathways overrepresented with EOT downregulated are related to Wnt signaling, that is, R-HSA-195721 (signaling by Wnt *p* value 0.0001587, *q*-value 0.001439) and R-HAS-201681 (TCF-dependent signaling in response to Wnt, *p* value 0.000151, *q*-value 0.001438) (Figure 4(a)) (Supporting Information).

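Most components of the Wnt pathway lay slightly lower at EOT, while its ligands, receptors and secreted inhibitors tended to lie higher. Of 176 tested Wnt components, a list without proteasome and histone genes, 122 had a log2 fold change under 0 and 54 had one over 0. At an unadjusted p of at most 0.05, 7 were lower and 9 higher, and 0 passed an adjusted p of 0.05 in edgeR, over all genes or adjusted over the list alone. Without the EOT library with the lowest total count, 8 were lower and 6 higher at that unadjusted p. Their median log2 fold change was -0.12, or -0.00 with library totals only, where 91 of the 176 were under 0 (lower, adjusted p = 0.0212 from camera). With an estimated correlation the adjusted p = 0.773, and with donor as a block in the 6 paired donors the adjusted p = 0.222. It was 0.372 with the olfactory receptor covariate and 0.783 with the expression trend removed. Of 34 tested ligands, receptors and secreted inhibitors, 6 were higher and 1 lower at that unadjusted p, 2 were higher when adjusted over the list alone and 0 over all genes, with a median of 0.14 (higher, adjusted p = 0.0402 from camera; adjusted p = 0.773 with an estimated correlation). This call was also lost with DESeq2 (0.0620), in donors with 1 library (0.252), without the library with the highest keratinocyte score (0.0707) with the olfactory receptor covariate (0.146) and with the expression trend removed (0.219). The median was 0.09 without the EOT library with the lowest total count, with 4 higher and 0 lower at that p. WNT9A, a Wnt ligand gene on chromosome 1 of GRCh38 from 227918656 to 227947932, had 3.71 ± 1.70 CPM at BL (SD, n = 15) and 7.28 ± 4.79 CPM at EOT (SD, n = 17), a log2 fold change of 0.96 (standard error 0.27, adjusted p = 0.175 from edgeR). PORCN, the acyltransferase that Wnt ligands need for their secretion, had a log2 fold change of 0.83 (standard error 0.24), and the ligand gene WNT10B one of 1.09 (standard error 0.36, adjusted p = 0.187 from edgeR). SFRP1, which encodes a secreted inhibitor of Wnt signaling, had 374 ± 188 CPM at BL and 254 ± 118 CPM at EOT, a log2 fold change of -0.56 (standard error 0.27, adjusted p = 0.344 from edgeR). With donor as a block it had 0.31. The inhibitor genes SFRP2 (0.41), SFRP4 (0.44) and FRZB (-0.46), the beta-catenin gene CTNNB1 (-0.20) and its target CCND1 (0.14) did not pass an unadjusted p of 0.05, and SFRP5 had too few reads to be tested. Of 16 tested Wnt target genes, TNFRSF19 (1.28) and KREMEN1 (0.38) were higher at an unadjusted p of at most 0.05, 0 were lower and 0 passed when adjusted over the list alone (median 0.16; adjusted p = 0.147 from camera). The lists were written after reading which pathways the paper had found in these samples, so they are not independent evidence of a direction. From the overrepresentation of member genes among those lower at EOT, the paper treats these pathways as downregulated. It also counts mostly lower genes among the Wnt members past its p threshold. Its abstract further reports a significant decrease in the Wnt pathway by NanoString nCounter, whose samples were not analysed here. In its discussion it states that HT can lower signaling in stem cell pathways.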

#### 3.2.2. Notch Signaling Pathway Downregulated by HT

For R-HSA-157118, signaling by Notch was significantly overrepresented with EOT downregulated genes (*p* value 0.007983, *q*-value 0.02228), with 54 of 247 member genes that were downregulated (*p* value < 0.05) for EOT versus BL (Figure 4(b)) (Supporting Information).

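Notch receptors and their ligands and target genes lay on both sides of 0. Of 17 tested members of this group, 0 passed an unadjusted p of 0.05 in edgeR in either direction and 0 passed when adjusted over the list alone, with a median log2 fold change of -0.03, or 0.05 with library totals only (adjusted p = 0.734 from camera). NOTCH1, on chromosome 9, had 170 ± 52.5 CPM at BL (SD, n = 15) and 154 ± 41.1 CPM at EOT (SD, n = 17), a log2 fold change of -0.14 (standard error 0.15, adjusted p = 0.631 from edgeR). NUMB, an inhibitor of Notch, had a log2 fold change of -0.24 and the target gene HES1 one of -0.48, with standard errors of 0.12 and 0.36. Of 122 tested components of the wider Notch pathway, 84 had a log2 fold change under 0, 2 were lower and 7 higher at an unadjusted p of at most 0.05, and 0 passed an adjusted p of 0.05 over all genes or adjusted over the list alone. The median was -0.07, or 0.04 with library totals only (adjusted p = 0.0935 from camera). The lower members were TNRC6B, which acts in RNA silencing, at -0.22 (standard error 0.10) and ADAM10, the protease that cleaves Notch receptors, at -0.35 (standard error 0.17). Of the higher members, NEURL1, a ubiquitin ligase gene, had 4.24 ± 1.44 CPM at BL and 9.45 ± 10.8 CPM at EOT, a log2 fold change of 1.14 (standard error 0.33, adjusted p = 0.175 from edgeR), the calcium pump gene ATP2A1 had 1.19 (standard error 0.40) and MAMLD1 had 0.49 (standard error 0.18). ATP2A1 is a gene of skeletal muscle, of whose 6 tested markers 5 had a log2 fold change over 0. Without the EOT library with the lowest total count, 7 components of the wider pathway were lower and 3 higher at an unadjusted p of at most 0.05.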

#### 3.2.3. Oxidative Stress–Induced Senescence Pathway Downregulated by HT

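Components of the oxidative stress-induced senescence pathway lay mostly lower at EOT. Of 60 tested components, a list without histone genes, 49 had a log2 fold change under 0. At an unadjusted p of at most 0.05, 6 were lower and 2 higher, and 0 passed an adjusted p of 0.05 in edgeR, over all genes or adjusted over the list alone. BMI1, a Polycomb gene known to repress CDKN2A, had 16.3 ± 8.70 CPM at BL (SD, n = 15) and 10.9 ± 3.65 CPM at EOT (SD, n = 17), a log2 fold change of -0.58 (standard error 0.21, adjusted p = 0.208 from edgeR). EED, a subunit of Polycomb repressive complex 2, had -0.26 (standard error 0.10), and MAP2K4, a kinase upstream of JNK, had -0.24 (standard error 0.09). MAPKAPK3, a kinase downstream of p38, was among the higher members, with 20.6 ± 4.89 CPM at BL and 26.0 ± 8.15 CPM at EOT and a log2 fold change of 0.34 (standard error 0.13). The Polycomb gene CBX2 had 0.82 (standard error 0.37), or 0.41 without the EOT library with the lowest total count. CDKN2A, which encodes the cell cycle inhibitor p16, had 0.54 (standard error 0.35). The median of the list was -0.14, or -0.03 with library totals only and -0.09 without the EOT library with the lowest total count (lower, adjusted p = 4.32e-04 from camera; adjusted p = 0.773 with an estimated correlation), and lower members were more frequent than among the other tested genes (two-sided Fisher's exact test, p = 0.0158). That test treats genes as independent and was not adjusted over the lists. It gave p = 0.672 for Wnt components, 0.446 for Notch components and 2.52e-04 for core histones. With the olfactory receptor covariate 2 senescence components were lower at an unadjusted p of at most 0.05, and 0 with donor as a block. With the expression trend removed the adjusted p of the senescence list was 0.089 from camera. The list was chosen with the paper's pathway in view, so its direction is not independent evidence.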

For R-HSA-2559580, oxidate stress–induced senescence was significantly overrepresented with EOT downregulated genes (*p* value 0.0001669, *q*-value 0.001439), with 32 of 126 member genes that were downregulated (*p* value < 0.05) for EOT versus BL (Figure 4(c)) (Supporting Information).

#### 3.2.4. Cell Proliferation Signaling Significantly Downregulated After HT

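In the lists written for the hallmark sets of TNFA signaling via NFkB, TGF beta, PI3K/AKT/mTOR and P53, genes higher and genes lower at EOT occurred side by side. At an unadjusted p of at most 0.05, 24 of 447 tested genes of the combined lists were higher and 16 were lower, and 0 passed an adjusted p of 0.05 in edgeR, over all genes or adjusted over any of these lists alone. Of 166 tested TNFA genes, 10 were higher and 7 lower (median log2 fold change -0.05, or 0.07 with library totals only; adjusted p = 0.817 from camera). SOCS3, a feedback inhibitor of cytokine signaling, had 0.84 (standard error 0.31) and the growth factor gene HBEGF 0.62 (standard error 0.22), while IFIT2, an interferon-induced gene, had -1.13 (standard error 0.36), IL7R, a T cell receptor for interleukin 7, -1.30 (standard error 0.44) and MXD1 -1.04 (standard error 0.38). IFIT2 had 43.0 ± 76.5 CPM at BL (SD, n = 15) and 19.6 ± 5.84 CPM at EOT (SD, n = 17; adjusted p = 0.181 from edgeR). The NFkB subunit genes NFKB1 (-0.09) and RELA (-0.22) and PTGS2, the gene of COX-2 (-0.41), did not pass an unadjusted p of 0.05 in edgeR over all libraries. RELA did pass it with DESeq2 (-0.22, p = 0.0463). It also did in edgeR without the EOT library with the lowest total count (-0.15, p = 0.0425). Of 181 tested P53 genes, 13 were higher and 9 lower. Their median was -0.05, or 0.06 with library totals only, their mean 0.02 and the direction of the test lower (adjusted p = 0.511 from camera). RGS16 had 0.96 (standard error 0.31), and FDXR, a mitochondrial reductase gene, 0.84 (standard error 0.27). Of 91 tested PI3K/AKT/mTOR genes, 5 were higher and 2 lower, and 70 had a log2 fold change under 0 (median -0.14, or -0.09 without the EOT library with the lowest total count and -0.05 with 59 genes under 0 with library totals only; lower, adjusted p = 0.00261 from camera; adjusted p = 0.773 with an estimated correlation). ADCY2 had 0.85 (standard error 0.28), the guanine nucleotide exchange factor gene TIAM1 0.76 (standard error 0.28), the glucose transporter gene SLC2A1 0.98 (standard error 0.37) and PIK3R3, a regulatory subunit of PI3K, -0.54 (standard error 0.19). ATF1 had -0.19, with p over 0.05. Of 50 tested TGF beta genes, 0 were higher and 1 was lower, and 43 had a log2 fold change under 0 (median -0.14, or -0.08 without the EOT library with the lowest total count and -0.03 with 31 genes under 0 with library totals only; lower, adjusted p = 0.00412 from camera; adjusted p = 0.773 with an estimated correlation; adjusted p = 0.218 with donor as a block). ARID4B had -0.27 and HDAC1 -0.22, neither with an unadjusted p of at most 0.05. For PI3K/AKT/mTOR and TGF beta the adjusted p was 0.264 each with the olfactory receptor covariate, and 0.299 and 0.855 with the expression trend removed. The lists were recalled from general knowledge after reading the paper and not copied from MSigDB, so they are not independent evidence of a direction.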

The four hallmark gene sets discussed in the Methods section were analyzed using DESeq and 78 unique genes with differential expression *p* value ≤ 0.05 (Figure 5), with 72/78 genes downregulated at EOT. There were 110 high confidence PPIs (confidence score > 0.7 from the STRING database) involving 51 of these 78 genes. Therefore, HT may impact cell proliferation by interacting with subnetworks across multiple pathways by downregulating the overall cell proliferation process.

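Genes of cell division tended to lie higher at EOT, at low expression levels. Of 32 tested proliferation genes, 26 had a log2 fold change over 0, 7 were higher and 0 lower at an unadjusted p of at most 0.05, and 0 passed an adjusted p of 0.05 in edgeR, over all genes or adjusted over the list alone. The median was 0.40 (higher, adjusted p = 0.00347 from camera; adjusted p = 0.788 with an estimated correlation). It was 0.25 without the EOT library with the lowest total count, 0.16 with donor as a block and 0.63 with library totals only. The call was lost with the olfactory receptor covariate (0.342) and with the expression trend removed (0.469). KIF20A, a kinesin of the central spindle on chromosome 5 of GRCh38 from 138179112 to 138187723, had 2.91 ± 1.07 CPM at BL (SD, n = 15) and 5.73 ± 5.33 CPM at EOT (SD, n = 17), a log2 fold change of 0.96 (standard error 0.30, adjusted p = 0.179 from edgeR). PLK1, a mitotic kinase gene, had 0.92 (standard error 0.30) and the transcription factor gene MYBL2 0.81 (standard error 0.34). MKI67, which encodes the proliferation marker Ki-67, had 17.4 ± 9.26 CPM at BL and 28.4 ± 26.0 CPM at EOT, a log2 fold change of 0.70 (standard error 0.38, p = 0.0741, adjusted p = 0.385 from edgeR). It was higher at EOT in 3 of 6 paired donors. The members under 0 with the smallest p were MCM7 (-0.13), MCM3 (-0.09) and PCNA (-0.12). Without the EOT library with the lowest total count, 2 proliferation genes in place of 7 were higher at an unadjusted p of at most 0.05, and MKI67 had a log2 fold change of 0.48.

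**Figure D3:**
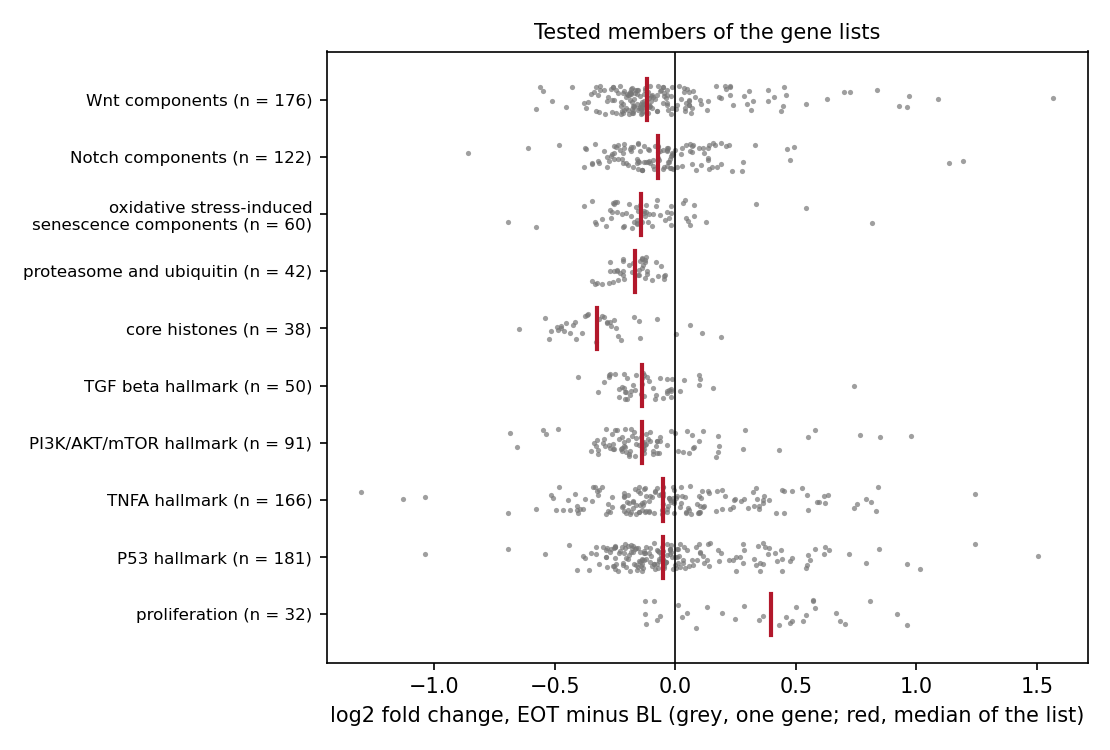
Log2 fold change of EOT versus BL for the tested members of 10 gene lists; each grey point is a gene, placed with random vertical scatter, and the red line is the median of the list. The medians lie at -0.32 for the core histones, at -0.17 for the proteasome and ubiquitin genes and at 0.40 for the proliferation genes.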

### 3.3. Safety

Among the 10 patients that did not complete the study, two developed invasive breast cancer and two withdrew due to fatigue as a potential adverse event of HT. The other six were either lost to follow-up or made a personal decision to not continue the study. No remarkable changes in hematology or blood biochemistry were noted. The most common drug-related adverse events of any grade included abdominal pain (3.9%), bloating (3.9%), and headaches (3.9%). There were no drug-related deaths or other significant events (Table 3). One patient had a splenic infarct, and another had a brain aneurysm while on the drug while hospitalized for unrelated sickness. One patient had leukopenia, one had presyncope, and two patients had fatigue which were the only Grade 3 adverse events.

## 4. Discussion

Breast cancers with more aggressive clinical course tend to occur in younger patients, peripartum, African American ethnicity, and those with known genetic mutations such as BRCA 1 and TP53. There is a vast unmet need of chemopreventive agents with minimal side effects especially in women who refuse or are unable to tolerate antiestrogens due to side effects or those with ER^−^negative cancers. Our study did not meet its primary endpoint; that is, the breast density did not decrease in the intention-to-treat population after 12 months of treatment with HT. However, a subgroup analysis showed that women above 60 years of age and those with BL high max VBD% (≥ 10%) had more reduction in breast density as compared to those with low BL max VBD% (< 10%). Linear regression also showed increasing benefit and reduction in breast density with increasing age. Some reduction in breast density was seen in postmenopausal women as well, especially those with ≥ 10% max VBD but was not significant likely due to the small population size.

All patients that completed the study did not have any treatment breaks or serious side effects to HT. The two patients (3.9%) that withdrew from the study due to adverse events had Grade 3 fatigue. The most common adverse events noted were Grade 1–2 abdominal pain, bloating, and headaches. Almost 65% of the study population reported no adverse events whereas discontinuation rates in patients on tamoxifen and AIs have been reported to be 31%–73% [15]. Thus, this study demonstrates the overall safety and tolerability of HT.

Preclinical studies have demonstrated HT to have antiatherogenic, cardioprotective, anti-inflammatory, antiplatelet, and antimicrobial properties [4, 16–20]. This natural compound has been reported to regulate transcription factors (Nrf2, NFkB), cytokines (IL-6), prostaglandins, and COX-2 and respond to stress through the Wnt pathway [4, 16–20]. The WNT/*β*-catenin signaling pathway is an important regulator of the stem cell pathway controlling the development of the mammary gland during embryogenesis. This pathway is also frequently altered in invasive breast cancer and leads to a more aggressive phenotype and poor clinical outcome through the regulation of important cell events like proliferation, migration, differentiation, and apoptosis [21]. The sFRP family contains five secreted glycoproteins (sFRP1-5) that function as Wnt pathway inhibitor by directly interacting with both WNT ligands and FRP receptors. The sFRP family are silenced in several types of cancers including breast cancer [21]. The Wnt/*β*-catenin signaling pathway may also regulate stem cells [22]. It has been shown that sFRP4 generates reactive oxygen species (ROS) by blocking Wnt/*β*-catenin which results in oxidative stress–related damage. 

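Genes of DNA repair lay on both sides of 0 between BL and EOT. Of 74 tested DNA repair genes, 6 were higher and 5 lower at an unadjusted p of at most 0.05, and 0 passed an adjusted p of 0.05 in edgeR, over all genes or adjusted over the list alone. The median log2 fold change was -0.05, or 0.08 with library totals only, the mean 0.02 and the direction of the test lower (adjusted p = 0.387 from camera). BRIP1, a helicase gene on chromosome 17 of GRCh38 from 61679139 to 61864120, had 6.16 ± 1.45 CPM at BL (SD, n = 15) and 9.21 ± 5.57 CPM at EOT (SD, n = 17), a log2 fold change of 0.57 (standard error 0.21, adjusted p = 0.209 from edgeR). It was higher at EOT in 4 of 6 paired donors. FANCG, of the Fanconi anemia pathway, had 0.58 (standard error 0.22). Lower at that unadjusted p were ERCC5, an endonuclease gene of nucleotide excision repair, at -0.41 (standard error 0.16), DCLRE1C, which encodes the Artemis nuclease of end joining, at -0.26 (standard error 0.11) and RAD51C at -0.29 (standard error 0.12). BRCA1 had 18.6 ± 3.20 CPM at BL and 18.8 ± 4.41 CPM at EOT, a log2 fold change of 0.02 (standard error 0.11), and BRCA2 had one of -0.00 (standard error 0.18). Of 21 tested genes of telophase, cytokinesis and cohesion, 3 were higher at an unadjusted p of at most 0.05, 2 when adjusted over the list alone and 0 over all genes. They were KIF20A, PLK1 and CIT, the citron kinase gene, with 0.84 (standard error 0.31). The cohesin regulator gene PDS5B had -0.28 (standard error 0.15). The median of this list was -0.15, its mean 0.09 and the direction of the test lower (adjusted p = 0.642 from camera). Without the EOT library with the lowest total count, 3 DNA repair genes were higher and 4 lower at an unadjusted p of at most 0.05.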

Our study demonstrates that a natural antioxidant compound can decrease the signaling in CSC pathways such as WNT and enhance DNA damage repair.

Studies have shown that Notch pathway activation is a major participant in breast cancer progression [23] and therapy resistance [24] and is the pathognomonic feature in triple-negative breast cancer (TNBC) [25]. Notch1 has a role in maintaining CSC stemness in TNBC, and inhibiting this signal not only has an inhibitory effect on this cancer subtype but also increases its chemosensitivity [26]. A major challenge in breast cancer treatment and prevention is to identify signaling pathways to target the tumor microenvironment. There is a need to study nontoxic alternatives to drugs such as PARP inhibitors. These can be essential as prophylaxis especially for patients at high risk of developing TNBC such as those with germline BRCA mutations by leveraging key signaling pathways like Notch. Similarly, obstructing oxidative stress in tumor microenvironment can lead to mitophagy and is a promising discovery for the development of future prophylactic strategies. Commonly used proliferation marker Ki67 has been successfully used in some trials as an endpoint to evaluate response to neoadjuvant endocrine therapy with a lower recurrent risk [27, 28]. Our study similarly showed an overall decrease in cell proliferation pathways after 1 year of HT treatment.

An important limitation of the study is the small sample size. Among the 41 patients that completed the study, only 28 patients had viable RNA from tissue biopsies and only 26 patients had both BL and EOT mammogram images available for analysis. Due to these small numbers, we were not able to correlate the changes in signaling pathways from RNA-Seq and NanoString with mammographic density changes for each patient. Another big limitation of the study is the lack of a concurrent control arm. Thus, it is difficult to draw a hard conclusion that the changes in breast density in older women were related to treatment with HT and not related to age, time, and other miscellaneous factors. Similarly, the biomarker changes from before and after HT could also possibly be due to changes over time or due to differences in tissue sampling. In addition, it is challenging to appreciate decrease in mammographic breast density in patients with BL low breast density. Our patient population consisted of 80% women of Caucasian origin and only 20% women belonging to other ethnicities. We were also unable to recruit the preplanned number of patients due to barriers including lack of referral of eligible patients from satellite hospitals; hence, the trial had to be stopped early. Counterintuitive to prior literature that suggested higher reduction in VBD with tamoxifen in premenopausal women versus AI in postmenopausal women with BL breast density ≥ 10% [29], our study shows a higher reduction in VBD in women ≥ 60 years after HT albeit the numbers are very small to make any specific conclusions in our study. This may be a function of the differences in the drug mechanisms of HT and AI or possibly differences in tissue sampling. Also, a large observational study in US women did not show a risk reduction in breast cancer in women who had higher versus those who had lower dietary intake of olive oil [30]. However, this study utilized regular household olive oil and not an extracted active component unlike our study.

## 5. Conclusion

Although this study did not meet its primary endpoint of significantly reducing mammographic breast density in the intention-to-treat population, breast density was reduced in women ≥ 60 years and with higher BL breast density without any increased toxicity. Studying the key pathways impacted by HT demonstrated downregulation of stem cell pathways such as Wnt and Notch and proliferative pathways. This pilot study lays foundation for future studies, with longer follow-up to analyze the benefit of HT in these high-risk women. It will be insightful to study the impact of factors such as age, ethnicity, obesity, and other comorbidities on breast microenvironments to understand why certain subgroups may benefit with HT.

## Figures and Tables

**Figure 1:**
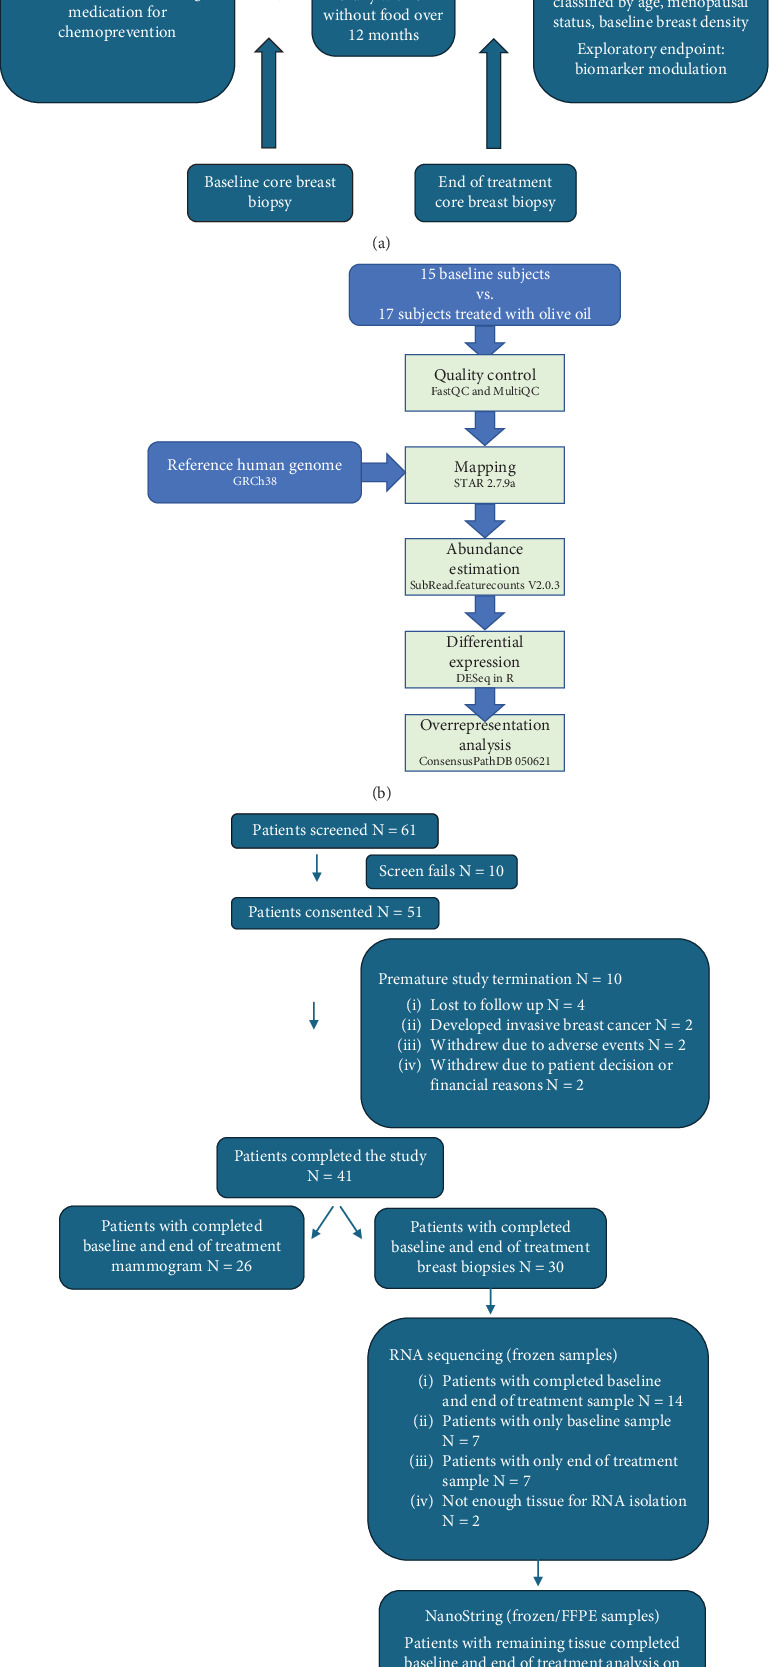
Schematic of this study. (a) Study design and (b) the workflow of RNA sequence analysis. (c) Consort diagram.

**Figure 2:**
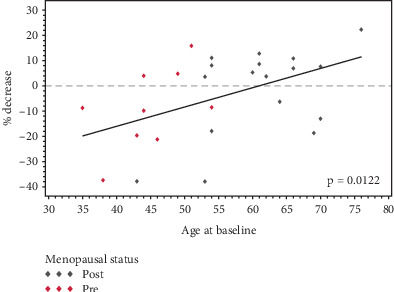
Percent decrease in breast density by age at baseline.

**Figure 3:**
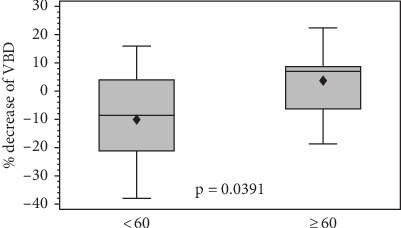
Box plot comparing percent decrease in breast density between age groups.

**Figure 4:**
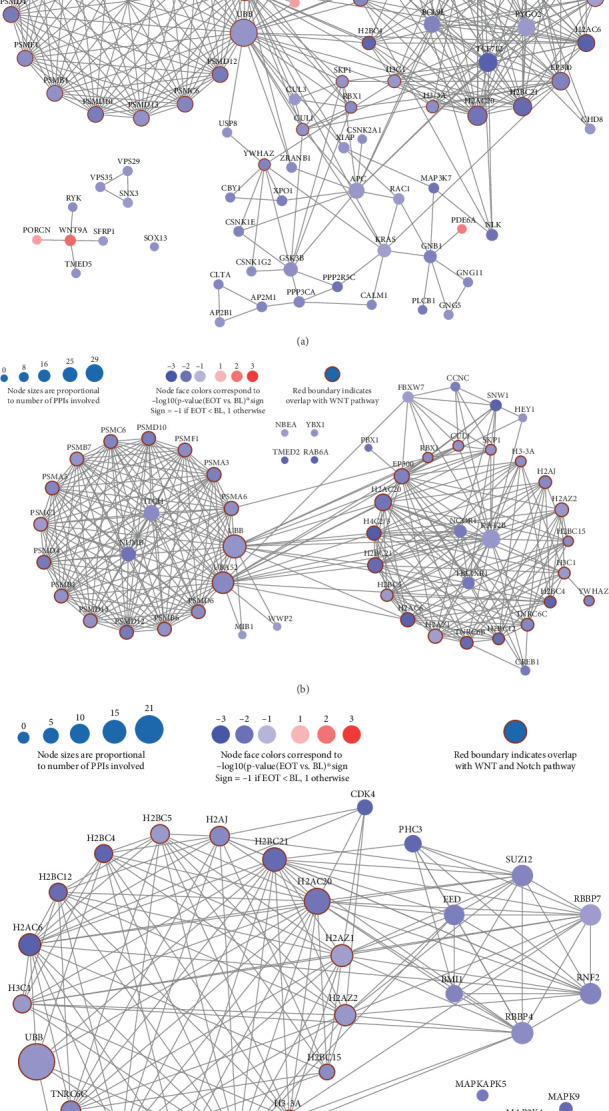
Reactome pathway. (a) “Signaling by WNT” is enriched with downregulated genes at the end of hydroxytyrosol. Eighty-two of 261 member genes R-HSA-195721 had *p* value ≤ 0.05 when comparing EOT to BL. Eighty one of the 82 genes were connected in 379 edges, with SOX13 being the only gene with no PPIs. 78 of the 82 genes are downregulated EOT. (b) “Signaling by Notch” is enriched with downregulated genes at the end of hydroxytyrosol. Fifty-four of 247 member genes R-HSA-157118 had *p* value ≤ 0.05 when comparing EOT to BL. Fifty of the 54 genes were connected in 323 edges. (c) “Oxidative stress–induced senescence” is enriched with downregulated genes at the end of hydroxytyrosol. Thirty-two of 126 member genes R-HSA-2559580 had *p* value ≤ 0.05 when comparing EOT versus BL. Thirty of the 32 genes were connected in 149 edges. All 32 genes were downregulated at EOT. Each node represents one gene, and each edge includes one high-confidence (confidence score > 0.7 from the STRING database). Node sizes are proportional to the number of high-confidence PPIs and the color of the node indicates the −log10 transformation for the *p* value between EOT and BL. Blue indicates downregulated at EOT while red means upregulation.

**Figure 5:**
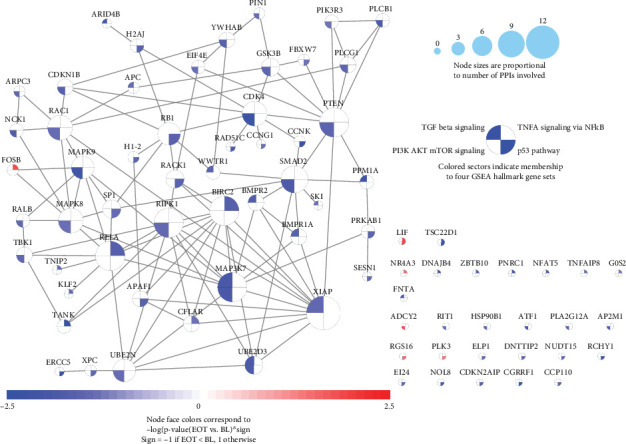
A subnetwork regulating cell proliferation is enriched with downregulated genes at the end of hydroxytyrosol. Seventy-eight member genes across four hallmark gene sets related to cell proliferations had *p* value ≤ 0.05 when comparing EOT versus BL. Each node represents one gene, and each edge includes one high-confidence (confidence score > 0.7 from the STRING database). Fifty-one of the 78 genes were connected in 110 edges. Node sizes are proportional to number of high-confidence PPIs. The face of each node was equally split into four sectors, with the sector in the first quadrant indicating the membership of the TNFA hallmark gene set, the second quadrant indicating the membership of the TGF_BETA gene set, the third quadrant indicating the membership of the PI3K_AKT_MTOR gene set, and the fourth quadrant for the P53 gene set. Each node was only colored in the sector representing the pathway containing the corresponding gene; the color of the node indicates the −log10 transformation for the *p* value between EOT and BL. Blue indicates downregulated at EOT while red means upregulation. All 32 genes are downregulated at EOT.

**Table 1:** Patient demographics (*N* = 51).

Age (years)	35–76 years (median age 54 years)
< 60	34
≥ 60	17
Ethnicity	(*N* = 51)
Caucasian	41
Hispanic	4
African American	4
Asian	2
Risk factors	(*N* = 51)
High Gail risk	25
Atypical hyperplasia (ADH or ALH)	22
Carcinoma in situ (LCIS or DCIS)	2
BRCA 2 mutation	2
Menopausal status	(*N* = 51)
Premenopausal	20
Postmenopausal	31

**Table 2:** Odds ratio from the multiple regression model.

**Factor**	**Reference level**	**Odds ratio**	**95% confidence limits**		**p** ** value**
Age ≥ 60 and density < 10%	Age < 60 and density < 10%	8.0	0.50	127.90	0.1415
Age < 60 and density ≥ 10%	Age < 60 and density < 10%	4.0	0.32	49.59	0.2805
Age ≥ 60 and density ≥ 10%	Age < 60 and density < 10%	16.0	0.72	354.78	0.0795

**Table 3:** Summary of adverse events.

**Event**	**All grades**	**G** **r** **a** **d** **e** ≥ 3	**Attribution to hydroxytyrosol**
	**Number of patients (percent)**	**Number of patients (percent)**	
Blood and lymphatic system disorders: leukopenia	1 (1.9%)	1 (1.9%)	Possible
Gastrointestinal disorders			
Abdominal pain	2 (3.9%)	0	Possible
Bloating	2 (3.9%)	0	Possible
Flatulence	1 (1.9%)	0	Possible
Splenic infarct	1 (1.9%)	1 (1.9%)	Unrelated
Investigations			
Elevated aminotransferase levels	2 (3.9%)	0	Possible
Elevated creatinine	1 (1.9%)	0	Possible
General disorders			
Fatigue	2 (3.9%)	2 (3.9%)	Possible
Headache	2 (3.9%)	0	Possible
Presyncope	1 (1.9%)	1 (1.9%)	Possible
Metabolism and nutrition disorders			
Hyperlipidemia	1 (1.9%)	0	Possible
Others			
Breast pain	1 (1.9%)	0	Possible
Brain aneurysm	1 (1.9%)	0	Unrelated

## Data Availability

Our dataset for the final manuscript and Supporting Information section has been successfully uploaded to NIH GEO; its accession number is GSE285765.

## Supporting Information

Supporting Information Additional supporting information can be found online in the Supporting Information section. Description of modeling and visualization of cell proliferation signaling after HT using the STRING database studying four hallmark gene sets related to cell proliferation: TNFA, TGF beta, PI3K/AKT/MTOR, and P53 pathways. Description of how RNA sequencing and NanoString nCounter data was analyzed. Changes in Wnt, Notch, oxidative stress–induced senescence, and cell proliferation pathways after HT. Table S1: List of 28 genes analyzed in multiplex analysis using NanoString nCounter analysis. Table S2: Mean percent decrease in max VBD% grouped on the basis of age and max VBD% at baseline. Table S3: Mean change in max VBD% grouped on the basis of menopausal status. Table S4: Number and percentage of patients in each category of age and max VBD% at baseline with decreased breast density after hydroxytyrosol. Figure S1: A box plot comparing percent decrease in breast density between baseline VBD groups for postmenopausal patients.

# Supplementary material for: Hydroxytyrosol, a Component of Olive Oil for Breast Cancer Prevention in Women at High Risk of Cancer
**Source:** Int J Breast Cancer. 2025 Jan 21;2025:8831168. doi: 10.1155/ijbc/8831168

**SUPPLEMENTARY DOCUMENTS**

**Modeling and Visualization of Cell Proliferation Signaling Significantly Changed after HT**

We identified four hallmark gene sets related to cell proliferation from the fifty hallmark gene sets recorded in GSEA Human MSigDBv2022.1 database. The gene sets, namely HALLMARK_TNFA_SIGNALING_VIA_NFKB, HALLMARK_TGF_BETA_SIGNALING, HALLMARK_PI3K_AKT_MTOR_SIGNALING and HALLMARK_P53_PATHWAY, had 78 unique genes with differential expression p-value<=0.05 from DESeq (See Supplemental document for details).

These 78 genes were used to query STRING database and a single figure was created with each gene represented by a node, as described in the previous section. The face of each node was equally split into four sectors, with the sector in the first quadrant indicating the membership of TNFA hallmark gene set, the second quadrant indicating the membership of TGF_BETA gene set, the third quadrant indicating the membership of PI3K_AKT_MTOR gene set and the fourth quadrant for P53 gene set.

**Cell Proliferation Signaling after HT**

We identified four hallmark gene sets related to cell proliferation from the fifty hallmark gene sets recorded in GSEA Human MSigDBv2022.1 database.

The unique genes in total with differential expression p-value<=0.05 from DESeq are as follows:

- HALLMARK_TNFA_SIGNALING_VIA_NFKB, 167 of 200 member genes expressed in the dataset, 16 genes with p-value<=0.05, with 13/16 genes down-regulated EOT;
- HALLMARK_TGF_BETA_SIGNALING, 50 of 54 member genes expressed in the dataset, 11 genes with p-value<=0.05, with all 11 genes down-regulated EOT;
- HALLMARK_PI3K_AKT_MTOR_SIGNALING, 92 of 105 member genes expressed in the dataset, 28 genes with p-value<=0.05, with 27/28 genes down-regulated EOT;
- HALLMARK_P53_PATHWAY, 184 of 200 member genes expressed in the dataset, 27 genes with p-value<=0.05, with 24/27 genes down-regulated EOT;

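Of the genes shared between hallmark sets, TSC22D1, a transcription regulator of the TSC22 family, and MAP3K7, which encodes the kinase TAK1, were lower at EOT at an unadjusted p of at most 0.05, and LIF was higher. TSC22D1 lies on chromosome 13 of GRCh38 from 44432143 to 44576825 and had 127 ± 35.8 CPM at BL (SD, n = 15) and 97.5 ± 26.0 CPM at EOT (SD, n = 17), a log2 fold change of -0.38 (standard error 0.15, p = 0.0158, adjusted p = 0.248 from edgeR). MAP3K7 lies on chromosome 6 from 90513579 to 90587072 and had 89.3 ± 16.3 CPM at BL and 71.5 ± 19.0 CPM at EOT, a log2 fold change of -0.32 (standard error 0.13, p = 0.0215, adjusted p = 0.274 from edgeR). UBE2D3, which encodes a ubiquitin-conjugating enzyme, had 228 ± 48.3 CPM at BL and 188 ± 50.8 CPM at EOT, a log2 fold change of -0.27 (standard error 0.16, p = 0.0969, adjusted p = 0.411 from edgeR). Of the 6 donors with both libraries, TSC22D1 was higher at EOT in 1, and MAP3K7 and UBE2D3 were each higher in 2.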

Among the above mentioned significantly changed genes, TSC22D1 and LIF belonged to both TNFA and P53 gene sets, while MAP3K7 and UBE2D3 belonged to both TGF_BETA and PI3K_AKT_MTOR gene sets, while all other genes belonged to one gene set, making it 78 unique genes in total across four hallmark gene sets related to cell proliferation.

**RNA Sequencing & NanoString nCounter Analysis**

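In the count table, 42604 genes had a read in at least 1 of the 32 libraries, and 16449 had at least 15 reads in more than 75% of them. The tested genes comprised 13291 protein-coding genes, 1625 long noncoding RNA genes, 602 pseudogenes and 931 genes of other types. Of 44759 lines below the header, 44696 held an intact gene. The other 63 lines belong to 18 genes whose coordinate fields had been broken over several lines, and these genes were not used. The genes of mitochondrial ribosomal and transfer RNA were counted, with a median share of 4.59% of the counts at BL and 4.29% at EOT. The protein-coding genes of mitochondrial DNA had no line in the table and were not analysed here.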

There were 44,579 unique transcripts identified in at least one of the 32 samples, and 15,768 transcripts had at least 15 reads in more than 75% of the samples. There were 3,330 transcripts with p-value <=0.05 which were differentially expressed, 190 of these were upregulated and 90 were downregulated in EOT vs. BL by at least 1.5-fold. With the cutoff set as “hypergeometric test p-value<=0.01” and “more than 2 member genes with significant changes”, there were 94 pathways overrepresented with EOT downregulated genes, associating with 34 of 90 downregulated genes.

There were two levels of statistical tests applied to the RNAseq data.

- In the gene level, Wald tests were applied via R package DESeq to identify differentially expressed genes in treated (EOT) vs. non-treated (BL) group, and only genes with BOTH p-value<=0.05 and fold change>=1.5 were selected. These genes consisted of less than 2% of genes passing the QC cutoffs (260 out of 15,768).
- In the pathway level, Hypergeometric tests with Benjamini-Hochberg adjustment for false discovery rates were calculated, plus at least any significantly overrepresented pathway needed to have at least 2 member genes in the list of significantly changed genes.

***Wnt Signaling Pathway Downregulated by Hydroxytyrosol***

Two of the top 25 pathways overrepresented with EOT downregulated are related to Wnt signaling, i.e., R-HSA-195721 (Signaling by Wnt p-value 0.0001587, q-value 0.001439) and R-HAS-201681 (TCF dependent signaling in response to Wnt, p-value 0.000151, q-value 0.001438). 

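Within the Wnt pathway lists together with the proteasome and histone lists, 256 genes were tested, of which 9 were higher and 14 lower at EOT at an unadjusted p of at most 0.05 in edgeR. PDE6A, a phosphodiesterase gene of the noncanonical Wnt/calcium branch, had 3.58 ± 2.45 CPM at BL (SD, n = 15) and 10.7 ± 12.3 CPM at EOT (SD, n = 17), a log2 fold change of 1.57 (standard error 0.45, adjusted p = 0.175 from edgeR). CSNK1E, the casein kinase 1 epsilon gene, had 15.5 ± 5.75 CPM at BL and 11.5 ± 3.21 CPM at EOT, a log2 fold change of -0.43 (standard error 0.17, adjusted p = 0.244 from edgeR). NLK, a kinase that acts on TCF/LEF transcription factors, had 25.5 ± 3.47 CPM at BL and 22.3 ± 3.05 CPM at EOT, a log2 fold change of -0.19 (standard error 0.08, adjusted p = 0.267 from edgeR). CSNK1E and NLK were each lower at EOT in 4 of the 6 donors with both libraries.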

Further review of expression profiles for all 261 member genes in R-HSA-195721 confirmed that 82 of 261 member genes had p-value<0.05 for EOT vs. BL, among which only 4 were up in EOT and 78 were down in EOT condition.

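SOX13, a transcription factor gene of the SOX family on chromosome 1, had 47.3 ± 13.7 CPM at BL (SD, n = 15) and 42.1 ± 9.90 CPM at EOT (SD, n = 17). Its log2 fold change was -0.17 (standard error 0.14, p = 0.234, adjusted p = 0.530 from edgeR), and it was higher at EOT in 4 of the 6 donors with both libraries.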

The 82 genes were highly interactive with each other (Figure 4A), with 379 high confidence PPIs (confidence score>0.7 from STRING database) involving 81 of these 82 genes; only one gene, SOX13, did not have any PPIs within this group. There were two highly inter-connected clusters, one involving 16 genes mostly from Phenol-soluble modulin family, with at least 10 PPIs within the cluster; and the other with 22 genes features mostly histone genes, with at least 14 PPIs within the cluster. 

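The genes with the prefix PSM are those of the proteasome, the complex that degrades ubiquitin-tagged proteins. All 42 tested proteasome and ubiquitin genes had a log2 fold change under 0, and 0 of them passed an unadjusted p of 0.05 in edgeR or an adjusted p over the list alone. The median was -0.17, or -0.07 with 32 genes under 0 with library totals only (lower, adjusted p = 2.18e-05 from camera; adjusted p = 0.788 with an estimated correlation), and the estimated correlation between these genes was 0.681. The call was also lost with the olfactory receptor covariate (0.372) and with the expression trend removed (0.773). Cytosolic ribosomal protein genes lay lower as well, all 70 tested genes under 0 with a median of -0.31 (adjusted p = 4.51e-15 from camera). For these the adjusted p was 0.773 with an estimated correlation and 0.543 with the expression trend removed. Their median was -0.09 with donor as a block. PSMA5, a subunit of the core particle, had 33.6 ± 8.04 CPM at BL (SD, n = 15) and 28.4 ± 7.47 CPM at EOT (SD, n = 17), a log2 fold change of -0.24 (standard error 0.14, adjusted p = 0.401 from edgeR). PSMC1 had -0.30 (standard error 0.18) and PSMD12 -0.26 (standard error 0.16), both subunits of the regulatory particle. Of 38 tested core histone genes, 34 had a log2 fold change under 0, 7 were lower and 0 higher at an unadjusted p of at most 0.05, and 0 passed an adjusted p of 0.05, over all genes or adjusted over the list alone. The median was -0.32 (lower, adjusted p = 2.98e-07 from camera; adjusted p = 0.773 with an estimated correlation). H2AC6, on chromosome 6 of GRCh38 from 26124172 to 26124690, had 77.0 ± 29.6 CPM at BL and 52.9 ± 17.4 CPM at EOT, a log2 fold change of -0.54 (standard error 0.19, adjusted p = 0.208 from edgeR). It was lower at EOT in 5 of 6 paired donors. H2BC21 had -0.51 (standard error 0.17) and H2AC21 -0.52 (standard error 0.21), both on chromosome 1, while H2AX, the histone variant phosphorylated at DNA breaks, had 0.19 (standard error 0.18). Histone genes have near-identical copies that can share reads, so the values of single members are uncertain, and both lists were written with the paper's clusters in view.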

Genes shared with other two pathways, i.e., R-HSA-157118: Signaling by NOTCH and R-HAS-2559580: Oxidate Stress induced Senescence, were highlighted by red boundaries around the node. This overlapped subgroup includes all 16 genes from the Phenol-soluble modulin family, 16/22 genes related to histones, as well as CUL1, RBX1, SKP1 and YWHAZ.

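CUL1, RBX1 and SKP1 encode parts of the SCF ubiquitin ligase, and YWHAZ encodes a 14-3-3 adaptor protein. SKP1 had 398 ± 150 CPM at BL (SD, n = 15) and 308 ± 97.1 CPM at EOT (SD, n = 17), a log2 fold change of -0.37 (standard error 0.21, p = 0.0860, adjusted p = 0.401 from edgeR). RBX1 had a log2 fold change of -0.29 (standard error 0.16, p = 0.0697), CUL1 one of -0.13 (standard error 0.12, p = 0.277) and YWHAZ one of -0.32 (standard error 0.22, p = 0.156). Each of these genes was higher at EOT in 2 of the 6 donors with both libraries.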

***Notch Signaling Pathway Downregulated by Hydroxytyrosol***

R-HSA-157118: Signaling by NOTCH was significantly overrepresented with EOT downregulated genes (p-value 0.007983, q-value 0.02228), with 54 of 247 member genes were downregulated (p-value<0.05) for EOT vs. BL (Figure 4B). The 54 genes were highly interacting with each other, with 323 high confidence PPIs (confidence score>0.7 from STRING database) involving 50 of these 54 genes. 36 of these 54 member genes were shared with WNT pathway.

***Oxidative Stress Induced Senescence Pathway Downregulated by Hydroxytyrosol***

R-HSA-2559580: Oxidate Stress induced Senescence was significantly overrepresented with EOT downregulated genes (p-value 0.0001669, q-value 0.001439), with 32 of 126 member genes were downregulated (p-value<0.05) for EOT vs. BL (Figure 4C). The 32 genes were highly interacting with each other, with 149 high confidence PPIs (confidence score>0.7 from STRING database) involving 30 of these 32 genes. 17 of these 32 member genes were shared with Wnt pathway.

***Cell Proliferation Signaling Significantly Downregulated after Hydroxytyrosol***

The four hallmark gene sets discussed in “Methods section” were analyzed using DESeq and 78 unique genes with differential expression p-value<=0.05 (Figure 5), with 72/78 genes downregulated at EOT. There were 110 high confidence PPIs (confidence score>0.7 from STRING database) involving 51 of these 78 genes. Therefore, Hydroxytyrosol may impact cell proliferation by interacting with subnetworks across multiple pathways by downregulating the overall cell proliferation process.

**Visualization of Signaling based on Significantly Downregulated Pathways after HT**

Given the 94 pathways overrepresented with EOT downregulated genes, we identified three pathways from REACTOME database to model the signaling subnetworks responding to HT. For the three pathways, R-HSA-195721: Signaling by WNT, R-HSA-157118: Signaling by NOTCH, R-HAS-2559580: Oxidate Stress induced Senescence, we obtained the lists of member genes from GSEA Human MSigDB v2022.1 database. For each pathway, the member genes with differential expression p-value<=0.05 from DESeq used to query STRING database version 11.5. High confidence PPIs with combined confidence score>=0.7 were collected and the resulting PPI networks were visualized using Cytoscape 3.9.1. Three figures for the three pathways were created where each member gene was represented by a circle node. The size of a node was proportional to the number of PPIs, and the node face color was proportional to a significant score defined as $-{log}_{10}\left( p\left( EOT vs. BL \right) \right)*Sign$, where $p\left( EOT vs. BL \right)$ is the differential expression p-value for EOT vs. BL generated by DESeq, and Sign=-1 if EOT<BL and 1 otherwise. The member genes shared between Wnt and Notch pathways were highlighted by red boundaries around the nodes in these two figures; all nodes with same boundaries in the figure for Oxidate Stress induced Senescence were shared among all three pathways.

**Table S1:** List of 28 genes analyzed in multiplex analysis using NanoString nCounter analysis

| AKT1 | FRAT1 | MAPK1 | TCF7 | WNT10B | WNT2B | WNT5B |
| --- | --- | --- | --- | --- | --- | --- |
| CCND1 | FZD1 | PIK3CA | WIF1 | WNT11 | WNT3 | WNT6 |
| DVL1 | LRP5 | PORCN | WNT1 | WNT16 | WNT4 | WNT7A |
| DVL2 | LRP6 | PPARD | WNT10A | WNT2 | WNT5A | WNT7B |

**Table S2:** The mean percent decrease in Max VBD%

| **Age** | **Max VBD% at Baseline** | | |
| --- | --- | --- | --- |
|  | **< 10% (N=14)** | **≥ 10% (N=12)** | **Total (N=26)** |
| **< 60 (N=15)** | -18.79% | -5.67% | -10.04% |
| **≥ 60 (N=11)** | 2.44% | 5.23% | 3.71% |
| **Total (N=26)** | -7.21% | -2.04% | -4.22% |

**Table S3:** The mean percent decrease in breast density as measured by change in max VBD%

| **Menopausal Status** | **VBD Max % at Baseline** | | |
| --- | --- | --- | --- |
|  | **< 10% (N=14)** | **≥ 10% (N=12)** | **Total (N=26)** |
| **Pre (N=10)** | -8.65% (N=2) | -8.93% (N=8) | -8.90% |
| **Post (N=16)** | -7.07% (N=12) | 5.84% (N=4) | -1.75% |
| **Total (N=26)** | -7.21% | -2.04% | -4.22% |

**Table S4:** The percentage of subjects in each of the categories experiencing a decrease in breast density.

| **Age** | **Max VBD% at Baseline** | | |
| --- | --- | --- | --- |
|  | **< 10% (N=14)** | **≥ 10% (N=12)** | **Total (N=26)** |
| **< 60 (N=15)** | 20.0% | 50.0% | 40.0% |
| **≥ 60 (N=11)** | 66.7% | 80.0% | 72.7% |
| **Total (N=26)** | 45.5% | 60.0% | 53.8% |

**Figure S1**: Box Plot comparing Percent Decrease in Breast Density between Baseline VBD Groups for Post-Menopausal Subjects.

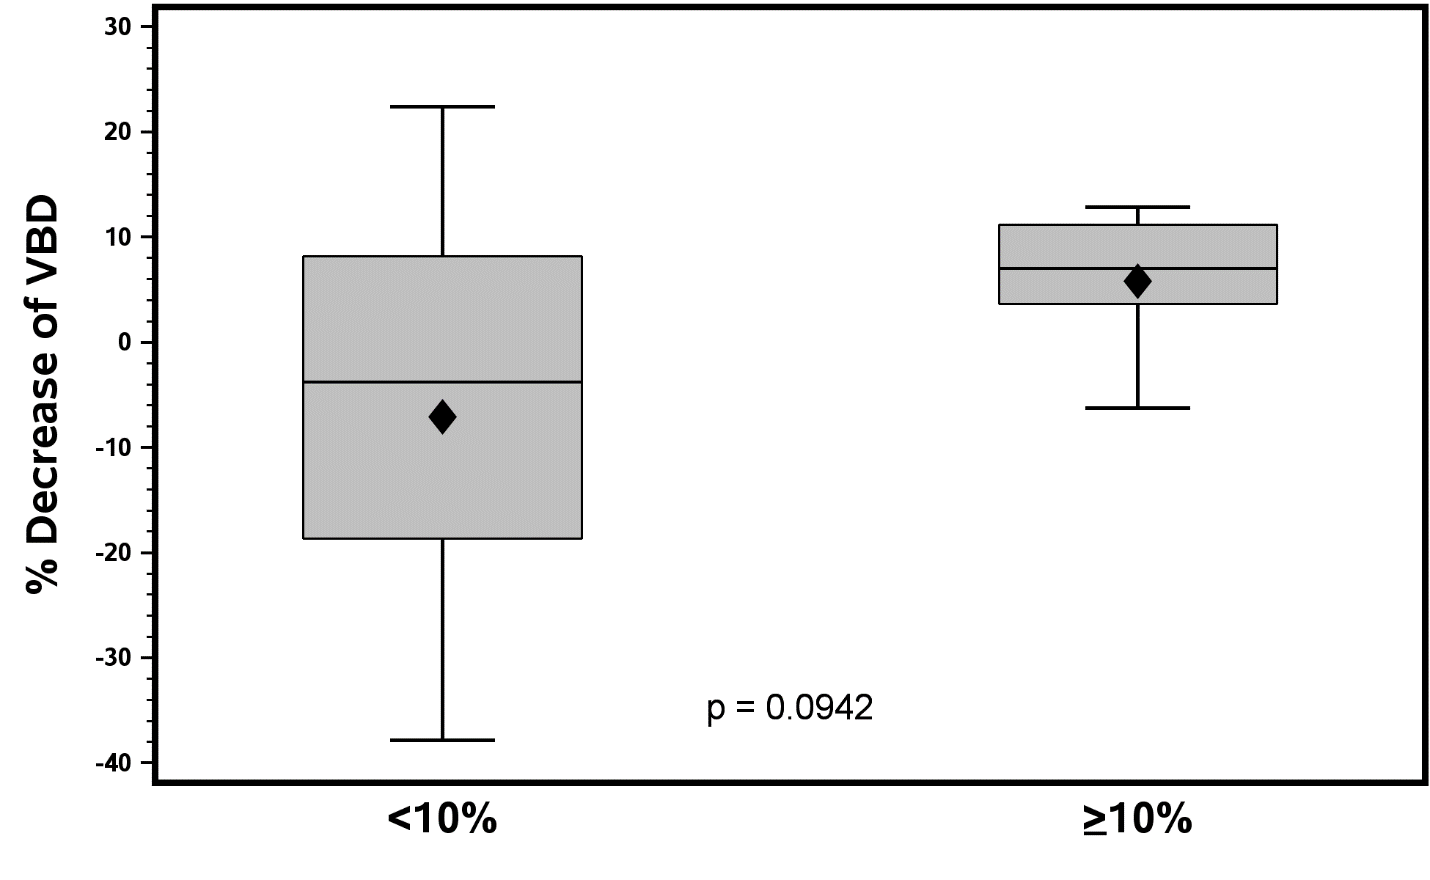

**Supplement:** Supporting Information — Additional supporting information can be found online in the Supporting Information section. Description of modeling and visualization of cell proliferation signaling after HT using the STRING database studying four hallmark gene sets related to cell proliferation: TNFA, TGF beta, PI3K/AKT/MTOR, and P53 pathways. Description of how RNA sequencing and NanoString nCounter data was analyzed. Changes in Wnt, Notch, oxidative stress–induced senescence, and cell proliferation pathways after HT. Table S1: List of 28 genes analyzed in multiplex analysis using NanoString nCounter analysis. Table S2: Mean percent decrease in max VBD% grouped on the basis of age and max VBD% at baseline. Table S3: Mean change in max VBD% grouped on the basis of menopausal status. Table S4: Number and percentage of patients in each category of age and max VBD% at baseline with decreased breast density after hydroxytyrosol. Figure S1: A box plot comparing percent decrease in breast density between baseline VBD groups for postmenopausal patients.

How the deposited data were processed for this re-analysis (not part of the article)

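The data are gene counts from RNA-seq of breast biopsies, 15 taken at BL and 17 at EOT, from 26 donors. Both samples were present for 6 donors, and 9 donors had a BL sample only and 11 an EOT sample only. The authors deposited these counts as whole numbers in 1 table, after checking the reads with FastQC, mapping them to GRCh38 with STAR 2.7.9a and counting reads per gene with featureCounts 2.0.3, with no normalization in the deposited values. The condition and donor of each sample were taken from the sample labels and the paper. The library kit, the strand setting and the treatment of reads that map to several genes are not given in the sources used here.

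The table has 44759 lines below its header, of which 44696 hold an intact gene. The other 63 lines belong to 18 genes whose coordinates were broken over several lines, and these were left out. Of the intact genes, 42604 had a read in at least 1 of the 32 libraries and 41604 matched a gene of the RefSeq table. Genes of the mitochondrial genome are present only as ribosomal and transfer RNA, so the mitochondrial share is that of these RNAs and the list of protein-coding mitochondrial genes was not tested. No 2 libraries were identical, and 0 columns of sample values were left unused.

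Genes with at least 15 reads in more than 75% of the libraries were tested, which left 16449. EOT was compared with BL, unpaired, with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM normalization, robust fit), and p-values were adjusted by the Benjamini-Hochberg method. A positive log2 fold change is higher at EOT. The paper's thresholds of an unadjusted p of 0.05 and a 1.5-fold change were applied beside the adjusted p. Levels are TMM-normalized CPM, given as mean ± SD, and a prior count of 2 was used where log2 CPM entered a score.

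At these depths, from 2795800 to 14470000 counts per library, the comparison was tested on simulated counts for EOT against BL with 200 changed genes among 16449. At an adjusted p of 0.05, edgeR called 32.8% of 67 genes changed 1.5-fold, 68.7% of 67 changed 2-fold and 89.4% of 66 changed 4-fold, and 0.0492% of the 16249 unchanged genes. The set test gave p = 1.13e-21 for a simulated list of 50 genes with a log2 shift of -0.3 and p = 0.575 for 50 genes without one. Genes were simulated independently of each other. These values therefore do not show how the gene test or the set test behaves when genes are correlated, as in the real lists.

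There were 41 gene lists, written from general knowledge after reading the paper, and 40 of them had at least 3 tested members. The pathway lists are recalled and not copied from MSigDB or Reactome. They cover Wnt components without proteasome and histone genes, Wnt ligands, receptors and inhibitors, Wnt target genes, the proteasome and ubiquitin, core histones, Notch components, Notch receptors, ligands and targets, oxidative stress-induced senescence components, the 4 hallmark sets of the paper, proliferation, cytokinesis and telophase, DNA repair, the genes of the paper's NanoString panel, NRF2 targets, antioxidant enzymes, estrogen response, epithelial-mesenchymal transition, immediate early genes, interferon response and lipid metabolism. Lists of markers cover adipocytes, luminal and basal epithelium, fibroblasts, endothelium, pericytes and smooth muscle, macrophages, T and NK cells, B and plasma cells, mast cells, blood cells, skeletal muscle, skin keratinocytes and Schwann cells, and lists of RNA quality cover mitochondrially encoded genes, cytosolic ribosomal proteins, nuclear-encoded oxidative phosphorylation and nuclear-retained RNA. Each list was tested against all other tested genes with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the 40 lists. Counts of members past a threshold were compared with those of the other tested genes by a two-sided Fisher's exact test, which treats genes as independent and was not adjusted over the lists.

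The genes named in the text are the 12 higher and the 12 lower at EOT with the smallest p, without pseudogenes and features lacking an approved symbol, the genes the paper names except CDK4, and from each list members among the 3 higher and 3 lower with the smallest p. XIST and Y-linked genes were left out. For lists without a passage of their own, those members at an unadjusted p of at most 0.05 are named, a restriction chosen after their values were seen. Some genes that this rule covers are not reported. Of the genes the paper names, SNAI1, SFRP5 and IL6 had too few reads to be tested, as had 9 more of its NanoString panel.

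The alternatives were DESeq2 1.42.0 (Wald test), its fold changes, limma-voom, DESeq2's size factors or library totals in edgeR, 2 other filters, donor as a block in the 6 paired donors, duplicateCorrelation over all libraries, donors with 1 library only, leaving out libraries that failed a technical rule of 3 median absolute deviations (1 EOT library), sample quality weights, and scores of adipocyte and luminal markers or the mitochondrial share as covariates. For the lists they were an estimated inter-gene correlation and fry, which tests whether a list moves one way and does not compare it with other genes. Alternatives added after the data were seen were the read density over 383 olfactory receptor genes, which breast tissue is not expected to transcribe, as a covariate (with and without the EOT library with the lowest total count) or subtracted in proportion to exon length, leaving out the library with the highest keratinocyte score, thinning all libraries to the lowest total, DESeq2 without the EOT library with the lowest total count, removal of the trend of the test statistic with exon length and expression (loess, span 0.3), and an estimated inter-gene correlation with donor as a block.

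The pairing is by donor, as the labels give it. The correlation between the 2 samples of a donor, after group means were removed, was above 0.1 in 3 of 6 pairs, and duplicateCorrelation estimated 0.157. By that correlation the BL sample was closest to the EOT sample of its own donor in 1 of 6 pairs. The comparison was repeated over 100 splits of the libraries into groups of 15 and 17, the real one included, with a fixed seed of 20250121. Of these, 50 were drawn without restriction and 49 so as to part every donor pair. Library measures were compared between groups with 100000 permutations.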

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

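The tests with olfactory receptor reads, of the expression trend, of the keratinocyte library and of the corrected counts against other splits were chosen after the results were seen, while leaving out the EOT library with the lowest total count and estimating the correlation within lists were set before.

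Reads in olfactory receptor genes, which the paper does not analyse and which breast tissue is not expected to transcribe, reached 3.149 CPM per kb of exon in the EOT library with the lowest total count, against 1.01 in the next EOT library and 0.543 in the highest BL library. The medians were 0.186 at BL and 0.237 at EOT (permutation test, adjusted p = 0.366 over 24 library measures). Over the 32 libraries this density went with that of 161 taste receptor, defensin, keratin-associated and vomeronasal receptor genes (Pearson r = 0.875, permutation test p = 1e-05, the smallest that the permutations can give). The r was 0.734 at BL, 0.917 at EOT and 0.797 without the 2 farthest libraries. Whether breast tissue transcribes some of these 161 genes was not tested, and their BL median was 0.370.

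The genes higher at EOT outnumber those lower, above all at low expression. As many higher genes came from 2 of 100 splits, the real one included (1836 in the real split with the fit used for the splits, 2384 in the highest other). As many at 1.5-fold came from 3 (1295 and 1609). That direction was picked after the result was seen. As many genes in either direction came from 8 of 100 splits, and 7 at 1.5-fold, so chance cannot be excluded for an excess on one side. For the lower genes chance cannot be excluded, with 30 splits at least as high (554 real, 2229 in the highest other), nor for those at 1.5-fold, with 73 (69 and 1483). At an adjusted p of 0.05 in edgeR the real split had 0 genes, a count that each of the 100 splits must reach, so this comparison decides nothing. The highest other had 494, which may point to a structure among the samples that was not tested. In all, 4 splits called any gene. DESeq2 called 226 genes in the real split, and edgeR had 1826 higher and 558 lower at an unadjusted p of at most 0.05. Splits that part all 6 donor pairs, as the real one does, numbered 52, and of these 2 had as many higher genes, 3 as many at 1.5-fold, 5 as many in either direction for each of these counts, 12 as many lower genes and 32 as many lower at 1.5-fold.

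Reads spread evenly over exons, as from DNA, cannot be told apart from other causes. After such reads were subtracted by exon length 1542 genes were still higher. Of 99 other splits, fitted to counts without the subtraction, 6 had as many. The EOT library with the lowest total count cannot be told apart from other causes either. Without it 992 genes were higher, and 12 of the 99, all fitted with that library, had as many. The splits were not repeated with the subtraction or without the library, so neither comparison is like for like or decides the cause. A library property that moves with olfactory receptor reads stays open. With their density as a covariate 402 genes were higher and 226 lower, where chance gives about 411 in each direction. Both counts lie under that number, so it is a loose yardstick here. Such a property may explain much of the excess. Among the fifth of genes with the lowest expression, however, 200 were still higher and 52 lower. The covariate also takes up any biological difference that moves with it. An effect of HT over 12 months stays open and untested, because no group was followed over the same time without HT.

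The lists of Wnt, senescence, proteasome, TGF beta, PI3K/AKT/mTOR and histone genes lay lower at EOT. So did all 70 tested cytosolic ribosomal protein genes (median -0.31) and 46 of 49 nuclear-encoded genes of oxidative phosphorylation (median -0.20), which are not signaling genes. A trend of the test statistic with exon length and expression may account for the first 5, since their smallest adjusted p was 0.089 with the trend removed. For the histones it was 0.00856. That value rests on the preset correlation of 0.01, where 0.438 was estimated for these genes. It therefore cannot decide whether the trend is the whole cause for them. Correlation between the genes of a list stays open for all 6, with a smallest adjusted p of 0.773 when it was estimated. As small an adjusted p came from 22 of 100 splits for Wnt (0.0212 in the real split, 8.44e-04 in the lowest other), 32 for the proteasome (2.19e-05 and 4.97e-14), 12 for the histones (2.96e-07 and 3.37e-14), 19 for TGF beta (0.00412 and 2.61e-05) and 20 for PI3K/AKT/mTOR (0.00261 and 1.18e-06), so chance cannot be excluded for these. For senescence 3 of the 100 splits, the real one included, gave as small a value (4.31e-04 and 1.07e-04). All 3 are among the 52 that part every donor pair. Although 3 of 100 is a small share, 3 of these 52 is too large a share to exclude chance. Among these 52 splits as small an adjusted p came from 14 for Wnt, 14 for the proteasome, 8 for the histones, 10 for TGF beta and 12 for PI3K/AKT/mTOR. Chance cannot be excluded for Notch, with 43 splits (0.0934 and 2.65e-05), TNFA, with 88 (0.816 and 8.65e-13), P53, with 66 (0.51 and 2.34e-04), proliferation, with 33 (0.00346 and 1.2e-16), or the number of other lists past the threshold, with 77 (9 and 18). A change in signaling after HT stays open and untested for these lists.

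Skin keratinocyte markers had a mean log2 CPM of 12.42 in 1 EOT library, where the BL median was 2.81 and the EOT median 2.89. The 5 tested genes of this list were higher at EOT, and their median log2 fold change was -0.178 without that library, so skin in 1 biopsy is a candidate source of the signal. FLG and FLG2 averaged 548 and 435 CPM over the EOT libraries and 15.0 and 9.22 CPM over the BL libraries. No biological explanation was tested.

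Mast cell markers, which the paper does not analyse, were higher at EOT, with an adjusted p of 0.0348 from camera and 8 of 9 genes over 0, and an adjusted p of 0.773 with an estimated correlation, 0.0620 with DESeq2 and 0.105 in donors with 1 library.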

How the results depend on the processing

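The olfactory receptor, keratinocyte library, thinning, expression trend, DESeq2-without-1-library and blocked estimated-correlation alternatives were chosen after the results were seen, and the others were set before. Under 16 planned and 8 added alternatives, the number of genes at an adjusted p under 0.05 was 0 in 18 of 19 alternatives that give it (0 to 226), and the counts at an unadjusted p of at most 0.05 stayed within 1.5 times in 8 of 19 for higher genes (140 to 9330) and 10 of 19 for lower genes (90 to 979). At 1.5-fold this held in 9 of 20 (77 to 8932) and 13 of 20 (3 to 332).

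Of 23 alternatives for each list, the direction and the side of the threshold held in 14 for Wnt (adjusted p from 6.14e-09 to 0.783), 20 for Notch (3.04e-11 to 0.805), 19 for senescence (2.74e-13 to 0.773), 17 for the proteasome (7.28e-13 to 0.788), 20 for histones (1.5e-13 to 0.773), 15 for TGF beta (3.04e-11 to 0.855), 16 for PI3K/AKT/mTOR (3.04e-11 to 0.773), 15 for TNFA (3.5e-06 to 0.996), 16 for P53 (1.94e-08 to 0.981) and 16 for proliferation (0.00111 to 0.8). The number of other lists past the threshold stayed within 1.5 times in 14 (0 to 20). Of 2489 values of 131 named genes, 2421 had the direction of edgeR's test. For the values below, the cause was not tested, except that other filters test more genes.

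In the order of higher and lower genes at an unadjusted p and then at 1.5-fold, DESeq2 called 226 genes at an adjusted p under 0.05 and had 5 other lists. Limma-voom had 848 higher genes, and 452 and 17 at 1.5-fold. Library totals only gave 2874, 146, 2282 and 30. FilterByExpr gave 3944, 899, 3477 and 158, with adjusted p = 5.13e-04 for Notch, 0.0487 for TNFA and 0.015 for P53. No filter gave 9330, 979, 8932 and 332, with 3.04e-11 for Notch, 3.5e-06 for TNFA, 1.94e-08 for P53, 0.8 for proliferation and 20 other lists.

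By the sample labels, the 2 samples of a donor are a pair. With donor as a block in the 6 paired donors there were 140 higher and 90 lower genes, 95 higher at 1.5-fold, adjusted p = 0.222 for Wnt and 0.218 for TGF beta, and 15 other lists. The block at the preset correlation changed no other call among these results. With a correlation estimated in these donors, the adjusted p was 0.708 for Wnt, the proteasome and proliferation, 0.584 for senescence and histones, 0.763 for TGF beta and 0.698 for PI3K/AKT/mTOR, with 0 other lists. Fewer samples enter this comparison. DuplicateCorrelation gave 870 higher genes, and 430 and 17 at 1.5-fold. Donors with 1 library gave 337 lower genes and 5 other lists. Leaving out the EOT library with the lowest total count, under the technical rule, gave 992 higher genes and 585 at 1.5-fold, and TNFA reversed (0.853). Sample quality weights gave 335, 224, 77 and 3, with 0.0575 for Wnt, 0.143 for PI3K/AKT/mTOR, TNFA (0.0535) and P53 (0.925) reversed, and 4 other lists. Adipocyte and luminal scores as covariates gave 31 lower genes at 1.5-fold.

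With the olfactory receptor covariate there were 402 higher and 226 lower genes and 146 higher at 1.5-fold, with adjusted p = 0.372 for Wnt and the proteasome, 0.264 for TGF beta and PI3K/AKT/mTOR and 0.342 for proliferation, and TNFA (0.409) and P53 (0.754) reversed. The same without the EOT library with the lowest total count gave 428, 322 and 144, with 0.367 for Wnt, 0.449 for the proteasome, 0.267 for TGF beta, 0.27 for PI3K/AKT/mTOR and 0.368 for proliferation, and TNFA (0.424) and P53 (0.712) reversed. Subtracting these reads gave 262 lower genes, 0.13 for Wnt, 0.057 for TGF beta, TNFA (0.836) and P53 (0.91) reversed and 5 other lists. DESeq2 without the EOT library with the lowest total count gave 1068 higher genes and 589 at 1.5-fold.

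With an estimated correlation the adjusted p was 0.773 for Wnt, senescence, histones, TGF beta and PI3K/AKT/mTOR and 0.788 for the proteasome and proliferation, with 0 other lists. With fry, a different test that asks whether a list moves one way and not how it compares with other genes, it was 0.373 for the same 5, 0.467 for the proteasome and 0.476 for proliferation, with 0 other lists. With the expression trend removed it was 0.783 for Wnt, 0.089 for senescence, 0.773 for the proteasome, 0.855 for TGF beta, 0.299 for PI3K/AKT/mTOR and 0.469 for proliferation, and Notch (0.567), TNFA (0.219) and P53 (0.0856) reversed.

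Among named genes, 68 values had the other direction. The 21 given here are those of genes at an unadjusted p of at most 0.05 in either setting. FLG2 (-0.18) and DSC1 (-0.17) did without the library with the highest keratinocyte score, DSC1 with DESeq2 (-0.16, and -0.39 without the EOT library with the lowest total count), and MRPS30-DT with DESeq2 (0.13, and 0.18 without that library) and quality weights (0.0084). SFRP1 (0.31), WNT4 (-0.11) and SLC18A2 (-0.083) did with donor as a block, CBX2 with quality weights (-0.045) and the olfactory receptor covariate (-0.041, and -0.023 without that library), and CDH1 (0.76) with adipocyte and luminal scores. IFIT3 did with quality weights (0.014) and DESeq2 without that library (0.020), RSAD2 with DESeq2 (0.22, and 0.26 without that library), donors with 1 library (0.05) and quality weights (0.14), and NKG7 with donors with 1 library (0.013).

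Depth limits the genes with few reads, and library totals of 2795800 to 14470000 counts leave those below 15 reads in most libraries untested.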

Differences from the paper's values

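The paper's values come from its DESeq analysis and its own pathway lists, and those given here from edgeR and recalled lists with other members, at the paper's stated thresholds of an unadjusted p of 0.05 and, for the first 2 counts, a 1.5-fold change.

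The paper reports 190 genes higher at EOT, and 1295 were found here. It reports 260 genes in both directions, and 1364 were found here. The paper's 190 higher and 90 lower genes do not sum to its 260. Under none of the alternatives set before the data were examined did either count come within 1.5 times the paper's. With the olfactory receptor density as a covariate, chosen after seeing the values, they were 146 and 228, and with the EOT library with the lowest total count also left out, 144 and 222. The covariate moved other counts away from the paper's, with 628 genes at an unadjusted p of at most 0.05 where the paper has 3330 and 2384 were found without it, and 23 unique members of the 4 hallmark sets where the paper has 78. How many of the paper's own called genes these settings drop cannot be counted, since its text does not list them.

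For Wnt signaling the paper reports 78 lower members and 14 were found here, under no alternative within 1.5 times the paper's. The Wnt list was counted here together with the proteasome and core histone lists, and alone had 7 lower. The paper reports 4 higher members and 9 were found here. That count came within 1.5 times the paper's with limma-voom (4), donor as a block (3), duplicateCorrelation (6), the technical rule (6) and quality weights (3), and not with the other alternatives set before the data were examined. It also did so with settings chosen after seeing the values, namely the olfactory receptor covariate (4), the same without the EOT library with the lowest total count (5) and DESeq2 without that library (5).

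For Notch signaling the paper reports 54 lower members and 9 were found here, and for oxidative stress-induced senescence 32 and 13. No alternative brought either within 1.5 times the paper's. The Notch list was counted here together with the proteasome and core histone lists, and the senescence list together with the core histones. Alone, the Notch components had 2 lower members, the senescence components 6 and the core histones 7.

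For the TNFA hallmark the paper reports 13 lower members and 7 were found here. The count came within 1.5 times the paper's with filterByExpr (11), no filter (12), adipocyte and luminal scores (9) and the mitochondrial share (10) as covariates, not with the other alternatives set before the data were examined, and, chosen after seeing the values, with DESeq2 without the EOT library with the lowest total count (9). For TGF beta the paper reports 11 lower members and 1 was found here, for PI3K/AKT/mTOR 28 members of which 27 lower, and 7 and 2 were found here, and for P53 24 lower, and 9 were found here. No alternative brought these within 1.5 times the paper's.

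Over the 4 hallmark sets the paper reports 78 unique members and 40 were found here, which came within 1.5 times the paper's with library totals only (56), filterByExpr (53), no filter (60) and adipocyte and luminal scores as covariates (59), and not with the other alternatives set before the data were examined. It reports 72 of them lower and 16 were found here, under no alternative within 1.5 times the paper's.

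The paper names SOX13 among the significant genes of the Wnt pathway without a direction. It names CUL1, RBX1, SKP1 and YWHAZ as shared with pathways whose significant genes it gives as lower, and UBE2D3 and MAP3K7 in the TGF beta set, whose significant genes it also gives as lower. For SOX13, CUL1, RBX1, SKP1, YWHAZ and UBE2D3 the log2 fold changes here were -0.17, -0.13, -0.29, -0.37, -0.32 and -0.27, all under 0 and none at an unadjusted p of at most 0.05. MAP3K7 and TSC22D1, which it also names, were lower at that p, with -0.32 and -0.38. LIF, which it names without a direction, was higher, with 1.24.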

Other observations

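The tests with olfactory receptor reads, of the keratinocyte library and of the expression trend, and the estimated correlation with donor as a block, were chosen after the results were seen; the values below are reported without an explanation.

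Genes of blood cells lay lower at EOT. Of 9 tested blood cell markers, 8 had a log2 fold change under 0, 2 were lower at an unadjusted p of at most 0.05 and also adjusted over the list alone, and 0 over all genes (median -0.80; adjusted p = 0.0402 from camera; adjusted p = 0.788 with an estimated correlation). The mean level of these markers was lower at EOT in each of the 6 paired donors, and with donor as a block 8 were lower at an unadjusted p of at most 0.05 (adjusted p = 2.75e-30 from camera; adjusted p = 0.240 with an estimated correlation). In donors with 1 library the list lay higher (adjusted p = 0.554 from camera).

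Genes of ribosomes and mitochondria lay lower. All 70 tested cytosolic ribosomal protein genes had a log2 fold change under 0, or 69 with library totals only, and 0 passed an unadjusted p of 0.05 in edgeR (median -0.31; adjusted p = 4.51e-15 from camera; adjusted p = 0.773 with an estimated correlation and 0.543 with the expression trend removed; median -0.09 with donor as a block). Of 49 tested nuclear-encoded genes of oxidative phosphorylation, 46 were under 0 and 3 were lower at that p, NDUFC1 (-0.43), NDUFA5 (-0.40) and COX6C (-0.67) (median -0.20; adjusted p = 4.66e-05; adjusted p = 0.791 with an estimated correlation and 0.752 with the olfactory receptor covariate; higher with the expression trend removed, adjusted p = 0.790; 37 under 0 and median -0.10 with library totals only; median -0.12 without the EOT library with the lowest total count). Of 20 nuclear-retained RNAs, 2 were lower, the splicing kinase genes CLK1 (-0.40) and CLK4 (-0.39) (median -0.16; adjusted p = 0.00460; adjusted p = 0.773 with an estimated correlation; adjusted p = 0.222 with donor as a block, 0.159 with the olfactory receptor covariate and 0.390 with the expression trend removed; median -0.09 without the EOT library with the lowest total count).

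Mast cell genes lay higher. HDC, the histidine decarboxylase gene, had 6.11 ± 2.60 CPM at BL (SD, n = 15) and 11.1 ± 6.37 CPM at EOT (SD, n = 17), a log2 fold change of 0.85 (standard error 0.25, adjusted p = 0.175 from edgeR), and SLC18A2 had 0.56. Of the 9 tested genes of this list, 2 were higher at an unadjusted p of at most 0.05, 1 adjusted over the list alone and 0 over all genes (median 0.29). The list did not pass the threshold with DESeq2 or in donors with 1 library.

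Genes of interferon response and of T and NK cells lay lower. Of 23 tested interferon genes, 21 were under 0 and 3 were lower at an unadjusted p of at most 0.05, IFIT2, IFIT3 (-0.76) and RSAD2 (-0.91) (median -0.31; adjusted p = 0.0431 from camera; adjusted p = 0.922 with an estimated correlation). For this list the adjusted p was 0.303 in donors with 1 library, 0.0595 with duplicateCorrelation, 0.173 without the library with the highest keratinocyte score and 0.146 with the olfactory receptor covariate, and with DESeq2 it lay higher (0.888). Of 16 tested T and NK cell markers, 4 were lower at that p, among them GZMA (-0.74) and NKG7 (-0.84) (Fisher's exact test, p = 0.00172), and the list had a median of -0.44 (adjusted p = 0.282 from camera, 0.0351 without the EOT library with the lowest total count and 3.19e-07 with donor as a block; higher in donors with 1 library, 0.252; lower with the olfactory receptor covariate, 0.00385, and with the expression trend removed, 4.29e-06). With an estimated correlation the adjusted p was 0.981 in all libraries, 0.866 without the EOT library with the lowest total count and 0.584 with donor as a block. The Fisher's exact test treats genes as independent and was not adjusted over the lists.

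The unpaired and the blocked comparison gave different calls for markers of several cell types, and the difference between them was not itself tested. The tested list sizes, medians and adjusted p from camera were 24 and 0.00 (0.955) for adipocytes, 17 and -0.47 (0.883) for luminal and 13 and 0.36 (0.571) for basal epithelium, 20 and 0.12 (0.734) for fibroblasts, and 17 and 0.00 (0.922) for macrophages. The mean over the adipocyte markers was -0.01. With donor as a block in the 6 paired donors, adipocyte markers were lower (adjusted p = 1.48e-04), and luminal (1.64e-10), basal (7.78e-06), fibroblast (4.10e-08) and macrophage (0.00739) markers higher. With a correlation estimated in these donors, the adjusted p was 0.708 for adipocyte, 0.272 for fibroblast and 0.584 for each of luminal, basal and macrophage markers. In donors with 1 library luminal markers were lower (0.0126), and the other 4 lists did not pass the threshold. Adipocyte markers were higher with the olfactory receptor covariate (0.00547), and adipocyte (0.00214), fibroblast (4.79e-05) and macrophage (8.64e-04) markers were higher with the expression trend removed. Endothelial markers (18 genes, median -0.05, adjusted p = 0.988), pericyte and smooth muscle markers (14, -0.03, 0.917; TAGLN -0.79), B and plasma cell markers (8, -0.52, 0.734) and Schwann cell markers (10, 0.07, 0.220; NCAM1 0.57) were on the same side of the threshold in both. Of 6 tested skeletal muscle markers, ACTN2 (1.13) and RYR1 (0.63) were higher at an unadjusted p of at most 0.05 (median 0.38; adjusted p = 0.0402 from camera; adjusted p = 0.773 with an estimated correlation; adjusted p = 0.284 with donor as a block; adjusted p = 0.0664 without the EOT library with the lowest total count, 0.158 with the olfactory receptor covariate and 0.143 with the expression trend removed). The skin keratinocyte list had an adjusted p of 0.276 from camera.

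Of the genes of the NanoString panel, 19 of 28 were tested in these libraries. At an unadjusted p of at most 0.05, 4 were higher and 0 lower, with 2 higher adjusted over the list alone and 0 over all genes (median 0.14; adjusted p = 0.147 from camera). The higher genes were PORCN, WNT10B, WNT4 (0.97) and WNT2B (0.32). FRAT1 (-0.33), TCF7 (-0.28) and AKT1 (-0.11) were under 0 without passing that p.

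Antioxidant enzymes lay lower (17 tested, 15 under 0, median -0.22; adjusted p = 0.0431 from camera; adjusted p = 0.828 with an estimated correlation). This call was lost without the EOT library with the lowest total count (0.246, median -0.13), with DESeq2 (0.0620), in donors with 1 library (0.0742) and without the library with the highest keratinocyte score (0.0528), and the list lay higher with the olfactory receptor covariate (0.906) and with the expression trend removed (0.486). NRF2 targets (26 tested, median -0.05, adjusted p = 0.883) had OSGIN1 higher (0.72), and NFE2L2, the gene of NRF2, had -0.15. Estrogen response genes (14 tested, median -0.24) had an adjusted p of 0.947, and were higher with donor as a block (adjusted p = 0.00463; adjusted p = 0.587 with an estimated correlation). Of 9 tested markers of epithelial-mesenchymal transition, MMP9 was higher at an unadjusted p of at most 0.05 and adjusted over the list alone. It had 9.58 ± 8.43 CPM at BL and 40.6 ± 70.0 CPM at EOT, a log2 fold change of 2.08, and was higher in 3 of 6 paired donors. This list had a median of -0.10, a mean of 0.17 and the direction lower in the test (adjusted p = 0.889). CDH1 had -0.40 and SNAI2 -0.16. Of 24 tested immediate early genes, IER2 (-0.51) and KLF2 (-0.39) were lower at that p and NR4A3 (0.81) and NR4A1 (0.83) were among the 3 higher (median -0.10, mean 0.06, direction higher in the test, adjusted p = 0.792). Of 28 tested genes of lipid metabolism, PPARGC1A (0.48) was higher (median 0.04, adjusted p = 0.883; lower with donor as a block, adjusted p = 0.0335, or 0.758 with an estimated correlation; higher with the olfactory receptor covariate, 0.00385, and with the expression trend removed, 0.00819). With library totals only, the medians of NRF2 targets (0.07), immediate early genes (0.01), endothelial markers (0.07) and pericyte and smooth muscle markers (0.06) lie over 0.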
